# Multi-omic analysis reveals nitric oxide dependent remodeling in classically activated macrophages and identifies negative regulation mediated by AKR1A1

**DOI:** 10.1016/j.redox.2026.104181

**Published:** 2026-04-22

**Authors:** Nicholas L. Arp, Uzziah S. Urquiza, Marcel Morgenstern, Jonathan H. Schrope, James A. Votava, Steven V. John, Jack J. Stevens, Felicia Deng, Anna Huttenlocher, Joshua J. Coon, Jing Fan

**Keywords:** Nitric oxide, Regulation, Macrophage immune response, Metabolism, Multi-omics

## Abstract

Nitric oxide (NO•) is an important regulatory molecule in many biological processes, including immune response. During response to classical activation stimuli lipopolysaccharide (LPS) and interferon-γ (IFNγ), macrophages generate NO• via inducible nitric oxide synthase (iNOS). To comprehensively characterize the effects of NO•, we applied a multi-omic strategy integrating proteomics and transcriptomics to profile murine macrophages across conditions with or without LPS/IFNγ-activation, with or without iNOS expression or exogenous NO• donor treatment. The results showed NO• has broad, yet selected and controlled, regulatory effects, playing a key role in coordinating the systematic remodeling during macrophage classical activation. Among the proteins that are most suppressed in a NO•-dependent manner, electron transport chain (ETC) is the most enriched. NO• drives complex-specific remodeling of ETC, causing selected downregulation of complex I, II, and IV, through a different combination of transcriptional and post-transcriptional mechanisms for each complex. Among the most consistently NO•-dependent upregulated proteins are many enzymes involved in redox defense, and AKR1A1 was identified as a top hit. We found *Akr1a1* induction requires both NO• and LPS/IFNγ stimulation. The S-nitroso-CoA reductase activity of AKR1A1 mitigates NO•-driven inhibition of pyruvate dehydrogenase complex by limiting the inhibitory modifications targeting its lipoyl cofactor. Knocking out *Akr1a1* causes accelerated remodeling of TCA cycle, dysregulated immunoregulatory metabolite level, and altered functional gene expression and cytokine production at later stage of immune response. Thus, the NO•-dependent upregulation of AKR1A1 forms a negative regulatory loop to fine-tune NO•-mediated metabolic and functional remodeling during immune response. Together, this work provided a systems-level map of NO•-dependent regulation, revealed the crosstalk between NO• and immune signaling, and demonstrated mechanisms providing adaptation and precise control of NO•’s effects.

## 1 Introduction

Nitric oxide (NO•) is a crucial signaling molecule that regulates diverse physiological processes across biological systems. Through mechanisms including regulating transcriptional programs, post-translational modification of proteins, binding to effector proteins and altering metal centers, and effects on low-molecular weight thiol containing metabolites such as coenzyme A (CoA) and glutathione, NO• influences protein activity, cellular redox state, cellular metabolism and functions [1]. These coordinate processes ranging from vasodilation and neurotransmission to pathogen control and immune responses [2,3]. NO• functions both as a signaling mediator and as a metabolic effector.

Macrophages represent a biologically relevant model for examining NO•-dependent regulation [4]. During classical activation with lipopolysaccharide (LPS) and interferon-γ (IFNγ), macrophages produce NO• via inducible nitric oxide synthase (iNOS). The NO• production generates a reactive nitrogen species (RNS)-rich environment and temporally correlates with broad cellular remodeling [5]. The cellular remodeling upon classical activation encompasses transcriptional, proteomic, and metabolic changes [4,[6], [7], [8], [9], [10], [11], [12], [13]]. However, which parts of the systematic cellular remodeling are driven by, or regulated by, NO• remains to be fully defined.

Especially, mitochondrial metabolism in activated macrophages is tightly regulated to enable immune effector functions [14,15]. Previous studies have shown that NO• (or NO-derived metabolites) can impair abundance or activity of several key mitochondrial enzymes. For example, NO• exposure reduces total levels of the electron transport chain (ETC) complex I subunits [16,17] or causes their inhibition by post-translational modification [18,19], and NO•-mediated modifications strongly inhibit α-ketoacid dehydrogenase complexes, including pyruvate dehydrogenase (PDHC), oxoglutarate dehydrogenase (OGDH), and branched-chain α-ketoacid dehydrogenase (BCKDH) [9,10,17,20,21]. These findings on individual targets led to the idea that NO• can act as a master regulator that coordinates the sequence of inhibition of mitochondrial metabolism at several steps, causing shifts in cellular redox state and dynamic changes in immunoregulatory mitochondrial metabolites in a tightly regulated manner. Given the essential role of mitochondrial metabolism, and the observations that classically activated macrophages are highly functional and highly viable despite having high RNS levels, we also hypothesized that macrophages deploy coordinated counter-regulatory mechanisms to control NO•-mediated metabolic inhibition and limit excess reactive stress during classical activation.

Here we applied a multi-omic strategy to (i) define NO•-dependent regulation at a systems level and (ii) identify molecular mechanisms that balance and fine-tune the metabolic inhibition caused by NO• during classical activation. We integrated quantitative proteomic and transcriptomic profiling across primary and immortalized murine macrophages, with genetic modulation of endogenous NO• production and exogenous NO• donor treatment, to comprehensively map out NO•-mediated responses and NO•-immune signaling crosstalk. This approach revealed selective NO•-dependent remodeling of mitochondrial pathways and identified aldo-keto reductase family 1 member A1 (AKR1A1), an oxidoreductase enzyme, as a robustly NO• and stimulation co-induced response. We subsequently performed targeted biochemical assays to define the mechanism by which AKR1A1 enzymatically modulates NO•-derived inhibitory effects. Together, this study provides a systems-level characterization of NO•-dependent remodeling and demonstrates a molecular mechanism that enables macrophages to manage NO•’s effect within the context of regulated metabolic adaptation.

## 2 Results

### 2.1 Global proteomic profiling reveals NO•-dependent remodeling in classically activated macrophages

To assess the regulatory impact of NO• during macrophage activation, we performed label free quantitative proteomics in primary murine bone marrow-derived macrophages (BMDMs) stimulated with LPS/IFNγ. To capture the adaptation mechanisms induced after full NO• production is induced, we selected the time point of 48 h, as iNOS expression increases to a plateau at 24-48 h post continual LPS/IFNγ stimulation. To distinguish NO•-dependent effects and to delineate the potential crosstalk between NO• and stimulation, we compared the proteome of unstimulated or stimulated cells with or without knockout of endogenous iNOS and with or without treatment of the NO• donor, DETA-NONOate (Supplemental Fig. 1A). The dose of DETA-NONOate treatment was chosen as 200 μM because it causes nitrite accumulation in the media comparable to the level caused by endogenous iNOS in stimulated wildtype cells (Fig. 1A).

**Fig. 1:**
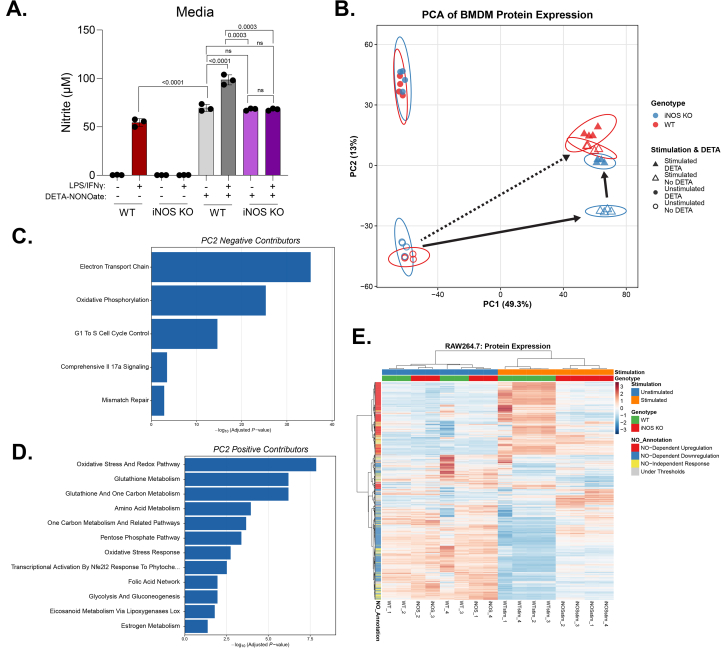
**Global proteomic profiling reveals NO•-dependent remodeling in classically activated macrophages** **(A)** Nitrite concentrations in media of wild-type (WT) or iNOS knockout (KO) BMDM with or without LPS/IFNγ stimulation for 48 h, and with or without 200 μM DETA-NONOate treatment. Data represents mean ± standard deviation, n = 3 biological replicates. Statistical analysis by one-way ANOVA with Tukey's post hoc test for multiple comparisons with p-value reported; ns indicates not significant. **(B)** Principal component analysis (PCA) of all proteins. PC1 and PC2 shown with 95% confidence ellipses. **(C**–**D)** Pathway enrichment analysis (Mouse WikiPathway 2024 via Enrichr) for PC2-negative (C) and PC2-positive (D) contributors. **(E)** Heatmap showing Z-score normalized expression of all proteins across condition (individual replicates designated by "_1″ through "_4″ suffix). Hierarchical clustering based on Pearson correlation distance (Ward.D2 linkage). Color scale: blue (low) and red (high) expression relative to mean. Rows categorized by response pattern: NO-dependent upregulation (red; WT stimulation effect >0.4 AND NO-specific effect >0.5); NO-dependent downregulation (blue; WT stimulation effect < −0.4 AND NO-specific effect < −0.5); NO-independent response (yellow; |WT stimulation effect| > 0.4 AND |iNOS KO stimulation effect| > 0.4 AND |NO-specific effect| < 0.5); under thresholds (grey; not meeting criteria above).

Across all experimental groups, 7937 proteins were analyzed. Principal component analysis (PCA) showed that upon classical activation, proteome of wildtype BMDMs is substantially remodeled, with the top two principal components capture majority of the changes (Supplemental Fig. 1B). At baseline, iNOS knockout (KO) cells show proteomic profile inseparable from wildtype, consistent with the absence of iNOS expression at baseline; upon stimulation, proteome shifts substantially and iNOS KO separates significantly from wildtype, moreover, such difference can be rescued by exogenous NO• donor treatment, suggesting NO• play an important role in regulating the proteomic remodeling in response to classical activation. Notably, this analysis revealed the normal proteomic remodeling upon classical activation can be decomposed into (i) NO•-dependent changes along major principal component 2 (PC2), and (ii) largely NO•-independent changes induced by stimulation, which is mainly along PC1 (Fig. 1B), as supported by the observation that all four stimulated conditions, regardless of endogenous NO• production or exogenous NO• show high PC1 score, whereas all four unstimulated conditions show low PC1 score (Supplemental Fig. 1C). Comparing the NO• dependent shift along PC2, we observed that treatment of NO• donor causes similar but greater shift in unstimulated state than stimulated state, suggesting crosstalk between NO• and immune signaling, and that stimulation may activate some mechanisms limiting and balancing NO•’s effect. Additionally, we observed minor portion of NO•-dependent regulation along PC3, and similar crosstalk between NO• and immune signaling indicated by stimulation state-dependent shift along PC3 (Supplemental Fig. 1D). Overall, the result demonstrated NO• is a major regulator mediating macrophages' response to classical activation and identified a set of NO•-specific regulatory effects. We focused subsequent analyses on this subset, which is mainly described by PC2.

To define proteins driving the PC2 separation, we examined PC2 loadings and identified 209 positive and 223 negative contributors using a >2 standard deviation threshold (Supplemental Fig. 1E). Negative contributors generally show higher abundance in stimulated iNOS KO macrophages relative to wildtype and are reduced by the treatment of NO• donor, whereas positive contributors of PC2 were increased by the endogenous NO• production or the treatment of exogenous NO• donor (Supplemental Fig. 1F). This dynamic bidirectional shift indicates that NO• signaling robustly alters defined protein networks.

Enrichment analysis of these PCA-defined subsets showed coordinated suppression of mitochondrial metabolism, particularly the electron transport chain, and the significant induction of antioxidant and stress-response pathways (Fig. 1C and D). Proteins within these groupings included ETC complex subunits (e.g., NDUFB7, SDHB, COX7A2) and antioxidant enzymes [22,23] and enzymes supporting the synthesis of redox defense molecules (e.g. GCLC, SLC7A11, G6PDX), respectively [22,23]. The reciprocal enrichment of mitochondrial and antioxidant signatures suggests that metabolic remodeling and adaptation to reactive stress are core elements of the NO•-driven response.

### 2.2 Cross-model proteomic analysis supports NO•-dependent remodeling in macrophage-like cells

To determine whether NO•-dependent remodeling observed in BMDMs was conserved across models, especially in a stable cell line model that would allow for effective genetic perturbations to follow up the discoveries from -omics profiling, we conducted TMTpro-based quantitative proteomics in RAW264.7 macrophage-like cells stimulated with LPS/IFNγ for 48 h, with or without iNOS KO (Supplemental Fig. 2A). Across all conditions, 5237 proteins were analyzed. Hierarchical clustering (Fig. 1E) revealed that out of these 5237 proteins, a cluster of 1522 proteins are generally induced upon stimulation in a NO•-dependent manner (iNOS KO limits the stimulation-induced upregulation), a cluster of 1878 proteins are downregulated upon stimulation in a NO•-dependent manner, and another cluster of 998 proteins show the pattern of stimulation-induced change that is largely NO•-independent. Consistent with the observations in BMDMs, the proteomic profile in wildtype and iNOS KO are very similar in unstimulated state, while stimulation causes substantial shifts and separation between iNOS KO and wildtype. These results confirmed that NO• production via iNOS was a major driver of proteomic reprogramming upon classical activation.

To directly compare NO•-dependent regulation between models, we analyzed log_2_ fold changes for the stimulated iNOS KO versus corresponding wildtype conditions. Despite inherent biological differences between primary and immortalized cells [24], a modest but statistically significant correlation (r = 0.181, p < 0.001) was observed (Supplemental Fig. 2B). In general, the effect size of iNOS is much greater in RAW264.7 cell lines, likely due to the greater NO• production and the change in proliferation status (in RAW264.7 cells, proliferation is inhibited by stimulation-induced NO• production, whereas in BMDMs, cells are non-proliferating regardless of genotype or stimulation status) [8].To examine the robust NO•-mediated effects, we further filter the results by criteria that the effects are statistically significant (p-adj <0.05) in either model and sufficient in size to be biologically meaningful (|log_2_-fold change| > 0.5). This identified 134 proteins, with the majority (114 proteins) showing consistent significant changes across the two cell models. Among the consistently decreased proteins by NO•, the top enriched process is the ETC and among the consistently increased protein, the top enriched process is oxidative stress and redox pathways (Supplemental Fig. 2C and D). Together, these findings reinforce that these are core NO•-dependent regulatory patterns.

### 2.3 Cross-omic comparison reveals the role of transcriptional regulation in NO•-mediated remodeling

The proteomic profiling above captures more functional changes at protein levels. Mechanistically, they would follow transcriptional changes or be driven by other mechanisms such as post-transcriptional regulation and protein degradation. To examine to what extent the NO•-driven proteomic remodeling is mediated through transcriptional mechanism, bulk RNA sequencing was performed in RAW264.7 cells under equivalent genotype and stimulation conditions (WT and iNOS KO ± LPS/IFNγ). This analysis identified 3312 differentially expressed genes (adjusted p-value <0.05, |log_2_-fold change| > 1.0, upregulated = 1,838, downregulated = 1474) (Supplemental Fig. 3A), confirming NO• plays an important role in remodeling at the transcriptional level as well. 

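Transcripts were measured in wildtype and iNOS KO cells that were unstimulated or stimulated for 48 h with LPS (50 ng/mL) and IFNγ, with 3 libraries in each of 4 groups. The labels of these 12 libraries name the cells as bone marrow-derived macrophages (BMDM), whereas the paper reports the experiment in RAW264.7 cells, a mouse macrophage line. For IFNγ, the paper's methods give 10 ng/mL for RAW264.7 cells and 30 ng/mL for BMDMs. The libraries were taken as this experiment by their genotypes, stimulation and number of replicates, and the cell type stays unsettled. Of 12 DESeq2 settings tried after the values had been seen, which gave from 3283 to 3329 differentially expressed genes, 1 setting, with genes of more than 10 counts in total, an alpha of 0.1 and independent filtering on, gave exactly the paper's 3312 genes, 1838 upregulated and 1474 downregulated. The authors aligned the reads to mm10 with STAR and counted them on each gene, and the deposited table holds these counts without normalization. Total counts per library ranged from 15072109 to 17500955 (median 15599923) in unstimulated wildtype cells and from 16924695 to 17990417 (median 17738668) in stimulated wildtype cells. In iNOS KO cells they ranged from 17150386 to 17346579 (median 17217169) without stimulation and from 15614050 to 18878107 (median 17509074) after it. Of the 56748 genes in the table, the 18691 with at least 10 counts in total over the 12 libraries were tested. Counts were scaled by edgeR's TMM normalization and given as CPM, counts scaled for library size, and a negative binomial model with a mean for each group was fitted to all libraries. Gene positions are those listed in the table, which names no genome build.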

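The transcript of the knocked-out gene, Nos2 (ENSMUSG00000020826, chromosome 11, 78811613 to 78851080), was at 11070 ± 618 CPM (SD, n = 3) in stimulated wildtype cells. In stimulated iNOS KO cells it was at 891 ± 20.6 CPM (SD, n = 3). Its log2 fold change was -3.64 (standard error 0.064, adjusted p = 4.96e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Unstimulated wildtype libraries held 1.25 to 1.53 CPM of Nos2 and unstimulated iNOS KO libraries held 0 counts. The transcript was thus still induced in iNOS KO cells, rising at least 6070-fold on stimulation. Between stimulated iNOS KO and stimulated wildtype cells, 3655 genes had an adjusted p under 0.05 and an absolute log2 fold change over 1, of which 1998 were higher and 1657 lower in iNOS KO cells. The alternative that moved this number most was leaving out the fold change limit, which gave 9040 genes. Among protein-coding genes that passed the threshold with a mean log2 CPM over 3 and no overlap between the groups' libraries, the largest increases included Ube2c (log2 fold change 7.79, standard error 0.155, adjusted p = 8.16e-16) and Ccna2 (7.07, standard error 0.121, adjusted p = 1.9e-16). The others were Cenpf, Pimreg and Pbk, whose stimulated wildtype libraries held 3 counts or fewer and which were at least 107-fold, 95-fold and 142-fold higher in iNOS KO cells. Mmp12 (chromosome 9, 7344381 to 7369499) fell most, with a log2 fold change of -5.9 (standard error 0.117, adjusted p = 8.16e-16), and other large decreases were those of Nos2 itself, Klf4 (-3.13) and Plpp3 (-2.96). In each of these genes the difference was larger than the spread between replicates. From these differences between stimulated iNOS KO and wildtype cells, the paper concludes that NO• also has an important part in remodeling at the transcriptional level.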

When comparing global iNOS-dependent responses between proteomic and transcriptomic datasets, we observed a significant positive correlation (r = 0.568, p < 0.001). The highest portion of the proteins show consistent significant changes by NO• at protein and transcript level (35%), which are most enriched in ribosomal proteins, followed by those only changes significantly at the transcript level (26.1%), most enriched in mRNA processing, and those only significantly at protein level (16.3%), most enriched in transcription initiation (Fig. 2A and Supplemental Fig. 3B–D).

**Fig. 2:**
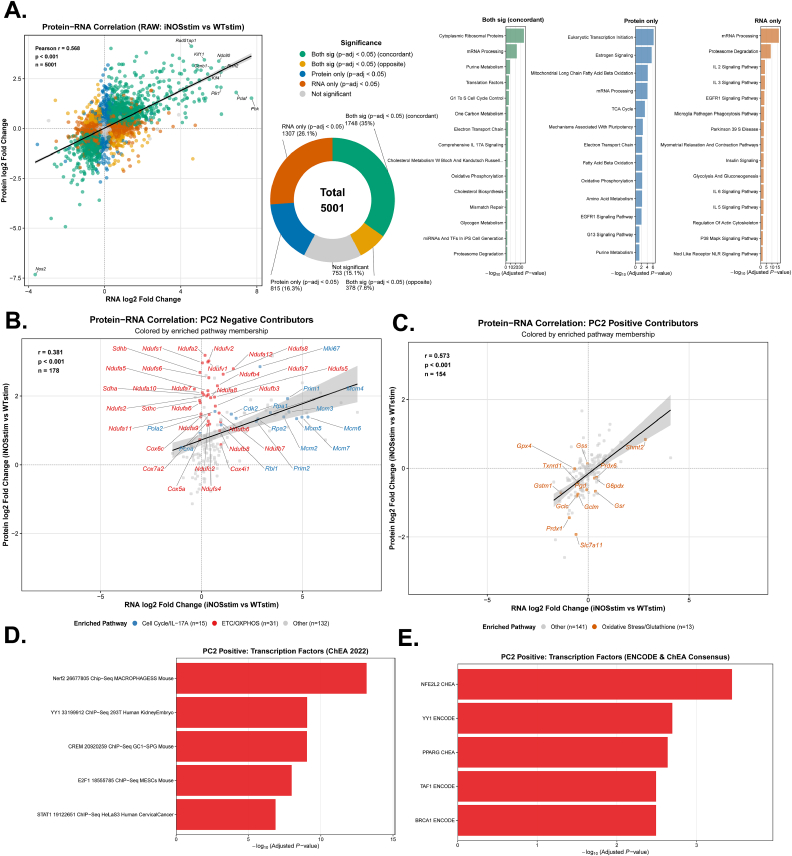
**The effect of NO• in transcriptomic remodeling and its role in mediating major proteomic changes.** **(A)**Left: Cross-omic correlation analysis comparing iNOS-dependent proteomic and transcriptomic changes (log_2_ fold change: stimulated iNOS KO versus stimulated WT) in RAW264.7 cells for genes with corresponding protein measurements (n = 5001). Points colored by concordance category based on statistical significance: protein only (blue), RNA only (orange), both significant with opposite direction (yellow), both significant with concordant effect (green), or neither (grey). Linear regression with 95% confidence interval (shaded region). Doughnut chart shows category distribution (%) with counts in each category. Right: Pathway enrichment analysis (Mouse WikiPathway 2024 via Enrichr) for each of the category. **(B–C)** Cross-omic correlation for PCA-defined NO-regulated protein subsets. (B) PC2-negative contributors. Points colored by pathway membership based on enrichment analysis: ETC/OXPHOS (red), Cell Cycle/IL-17A signaling (blue), or other pathways (grey). All pathway-annotated genes are labeled. (C) PC2-positive contributors. Points colored by pathway membership: Oxidative Stress/Glutathione metabolism (orange) or other pathways (grey). All pathway-annotated genes are labeled. Linear regression with 95% confidence interval shown (shaded region) for B–C. **(D**–**E)** Transcription factor pathway enrichment analysis (D: ChEA 2022; E: ENCODE and ChEA Consensus) using Enrichr among PC2-positive contributors from C.

We next focused on the top contributors to PC2 identified in Fig. 1, as they represent proteins most strongly regulated in a NO•-dependent way. Among the top negative contributors to PC2 (downregulated by NO•), the protein and transcript show a significant but moderate positive correlation overall (r = 0.381, p < 0.001, Fig. 2B). The most enriched pathway, ETC and oxidative phosphorylation proteins, change more substantially at protein level than transcript level, suggesting non-transcriptional mechanism contributing to the NO•-driven decrease of these proteins. 

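The ETC and oxidative phosphorylation genes labelled in Fig. 2B include 30 with enough counts to be tested in the libraries of this RNA-seq experiment, labelled BMDM. In stimulated iNOS KO cells, 20 of the 30 transcripts were higher and 1 was lower than in stimulated wildtype cells at an adjusted p under 0.05 over all genes, and the same numbers passed when adjusted over the list alone. Their median log2 fold change was 0.35, from -0.34 for Ndufa7 to 1.60 for Ndufa12, and on stimulation of wildtype cells it was -0.52. As a set they shifted upward against all other genes, with an adjusted p of 0.000357 by limma's camera test (2-sided, preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over 27 lists). Of those 27 lists, 11 passed by camera. All 11 also passed by limma's fry test, and 5 passed with the correlation between genes estimated from the data. The 11 and the 5 both include the transcript lists of Supplemental Fig. 3B. The paper chose those on these samples, so their passing is no independent evidence. The ETC and oxidative phosphorylation list passed by fry (adjusted p = 0.000261) but not with the estimated correlation (adjusted p = 0.537).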

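The cell cycle genes labelled in Fig. 2B moved further at the transcript level. Of the 15 genes, 14 were higher in stimulated iNOS KO than in stimulated wildtype cells at an adjusted p under 0.05 over all genes and 14 when adjusted over the list alone, with a median log2 fold change of 2.92. The largest difference was that of Mcm6, at 5.29, and only Pcna did not pass, with a log2 fold change of -0.06. By camera the list's adjusted p was 6.54e-12, and it also passed with the estimated correlation (adjusted p = 0.000833). On stimulation, the median of the same genes changed by -3.62 in wildtype cells and by -0.22 in iNOS KO cells. For 14 of the 15 genes the difference between these responses itself passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.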

While the second most enriched pathway, cell cycle control and IL-17A signaling, are more significantly regulated at the transcriptional level (Fig. 2B). Among the top positive contributors to PC2 (upregulated by NO•), the correlation between protein and transcript is stronger (r = 0.573; p < 0.001, Fig. 2C). Furthermore, the top enriched process, oxidative stress and redox pathway, is consistently regulated at transcript and protein level, suggesting important role of transcriptional regulation. 

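Of the oxidative stress and glutathione genes labelled in Fig. 2C, 13 were tested. At an adjusted p under 0.05, 7 of these transcripts were lower and 4 were higher in stimulated iNOS KO than in stimulated wildtype cells, both over all genes and adjusted over the list alone. The median log2 fold change was -0.49, and values ran from -1.34 for Gstm1 to 2.85 for Shmt2. Members moved both ways, and the list as a whole did not pass by camera (adjusted p = 0.314), although it did by fry (adjusted p = 0.0266). Upon stimulation of wildtype cells, 10 of the 13 transcripts rose and 3 fell, with a median log2 fold change of 0.49. Slc7a11 (log2 fold change -0.58, adjusted p = 9.3e-05) and Gclc (-0.54, adjusted p = 2.75e-06, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were among the genes that were lower in iNOS KO cells, and G6pdx (0.33, adjusted p = 0.000296) was among those that were higher. Slc7a11 was already lower without stimulation (-0.63, adjusted p = 0.000624) and its responses to stimulation differed by 0.05 (adjusted p = 0.832), whereas those of Gclc differed by -0.65 (adjusted p = 2.82e-05).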

We then conducted enrichment analysis to identify possible transcriptional factors that may mediate their induction. The transcription factor NRF2 was consistently identified as a top hit (Fig. 2D and E). Indeed, the classic NRF2 targets *Hmox1* and *Gclm* were found to be upregulated upon stimulation, and their levels upon stimulation are significantly reduced by iNOS knockout at both transcript and protein level (Supplemental Fig. 4A–D), supporting NRF2 activation by NO•. This suggests a likely axis mediating the NO•-dependent induction of this subset of proteins upon classical activation through transcriptional mechanism.

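Hmox1 (ENSMUSG00000005413, chromosome 8, 75820249 to 75827217) was at 144 ± 4.49 CPM (SD, n = 3) in unstimulated and 3218 ± 184 CPM (SD, n = 3) in stimulated wildtype cells, a log2 fold change of 4.49. In iNOS KO cells it was at 138 ± 3.52 CPM before and 1314 ± 88.5 CPM after stimulation (SD, n = 3 each). Between stimulated iNOS KO and stimulated wildtype cells, Hmox1 differed by a log2 fold change of -1.29 (standard error 0.062, adjusted p = 3.02e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gclm (ENSMUSG00000028124, chromosome 3, 122039206 to 122064381) rose from 126 ± 3.32 to 340.4 ± 8.19 CPM in wildtype cells and from 134 ± 4.30 to 242 ± 0.651 CPM in iNOS KO cells (SD, n = 3 each). Its log2 fold change was 1.44 on stimulation of wildtype cells and -0.49 between stimulated iNOS KO and stimulated wildtype cells (standard error 0.056, adjusted p = 1.23e-06 from the same test). For both genes, every stimulated wildtype library lay above every stimulated iNOS KO library. A list of 18 NRF2 targets chosen for this comparison, which contains both genes, had a median log2 fold change of 1.40 on stimulation of wildtype cells. Between stimulated iNOS KO and wildtype cells the median was -0.55, with 13 genes lower and 2 higher over all genes and the same numbers adjusted over the list alone (camera, adjusted p = 0.000198). That list did not pass with the estimated correlation (adjusted p = 0.343). Already without stimulation, 7 of the 18 were lower in iNOS KO cells (8 adjusted over the list alone), with a median of -0.12. That shift passed by camera (adjusted p = 0.00114) but not with the estimated correlation (adjusted p = 0.403). The responses of the 18 genes to stimulation differed between genotypes by a median of -0.49. At an adjusted p under 0.05, 10 of these differences were negative and 3 positive. The list passed for them by camera (adjusted p = 0.00764) but not with the estimated correlation (adjusted p = 0.411). The transcript of NRF2 itself, Nfe2l2, was also lower in iNOS KO cells without stimulation (-0.39, adjusted p = 0.00224). Between stimulated cells it had a log2 fold change of 0.09 (adjusted p = 0.326), and of 0.16 (adjusted p = 0.0222) without iNOS KO stimulated replicate B.

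**Figure D1:**
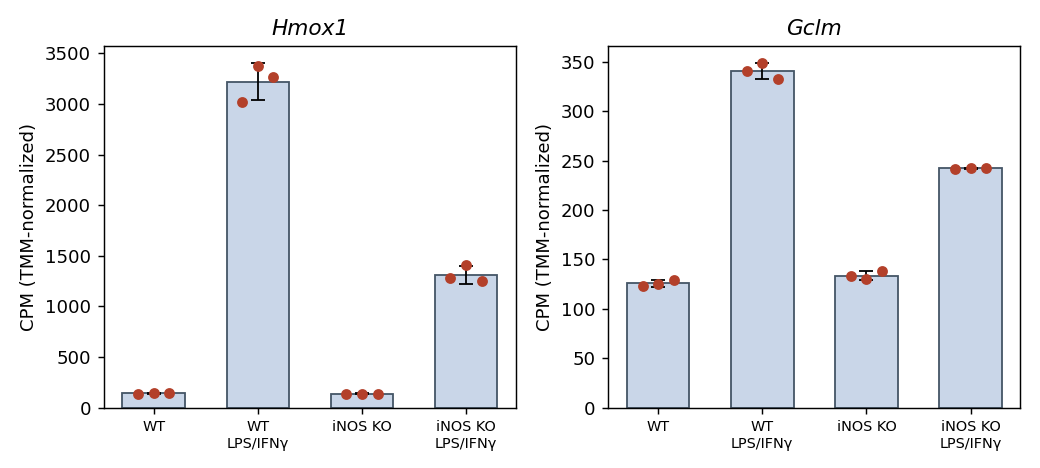
TMM-scaled CPM of Hmox1 and Gclm in each of 4 groups. Bars are the mean of 3 libraries, error bars the SD and points the libraries; for Hmox1 the stimulated wildtype libraries lie between 3014 and 3371 CPM and the stimulated iNOS KO libraries between 1247 and 1414 CPM.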

### 2.4 Complex-specific remodeling of the electron transport chain

It has been demonstrated that NO• negatively regulates ETC [16,17,25]. We next examined whether NO• affected specific ETC complexes or caused broad ETC subunit suppression. Restricting correlation analyses to the ETC-annotated proteins from the KEGG Pathway confirmed strong cross-model correlation (r = 0.800, p < 0.001). 

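Transcripts of the subunits of each complex were compared between stimulated iNOS KO and stimulated wildtype cells, in the RNA-seq libraries that the labels name BMDM and the paper RAW264.7. Subunits were assigned to complexes by their gene symbols, and only nuclear genes were taken for complexes I, III and IV. The rule on symbols placed Ndufa4 with complex IV but kept Ndufa4l2 among the complex I genes. The median log2 fold change was 0.33 for 38 complex I genes (camera, adjusted p = 0.000357), -0.07 for the 4 complex II genes Sdha, Sdhb, Sdhc and Sdhd (adjusted p = 0.892) and 0.48 for 9 complex III genes (adjusted p = 0.0226). It was 0.31 for 16 complex IV genes (adjusted p = 0.101) and 0.38 for 17 complex V genes (adjusted p = 0.000565). For 17 V-ATPase genes it was -0.46 (adjusted p = 0.000125), in the opposite direction. Fry gave the same calls except for complex IV, which it passed (adjusted p = 0.00299). With the correlation between genes estimated from the data, none of these 6 lists passed, the lowest adjusted p being 0.237, for the V-ATPase. Without wildtype stimulated replicate A the median of complex III was 0.41 and it did not pass (adjusted p = 0.0637). Without wildtype stimulated replicate C complex IV passed (0.351, adjusted p = 0.0365).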

Among the most strongly and consistently negatively regulated by iNOS expression are most of complex I and complex II components and many core components of complex IV (whereas its assembly factors do not follow this pattern, Supplemental Fig. 5A), but not complex III or complex V (Fig. 3A), Comparing across proteomics and transcriptomics in RAW264.7 cells, most components of complexes III, IV and ATPases show consistent changes at transcript and protein level, in contrast, complex II components are regulated by protein level regulation independent of transcriptional changes, while complex I components are regulated by both transcriptional and non-transcriptional processes (Fig. 3B).

**Fig. 3:**
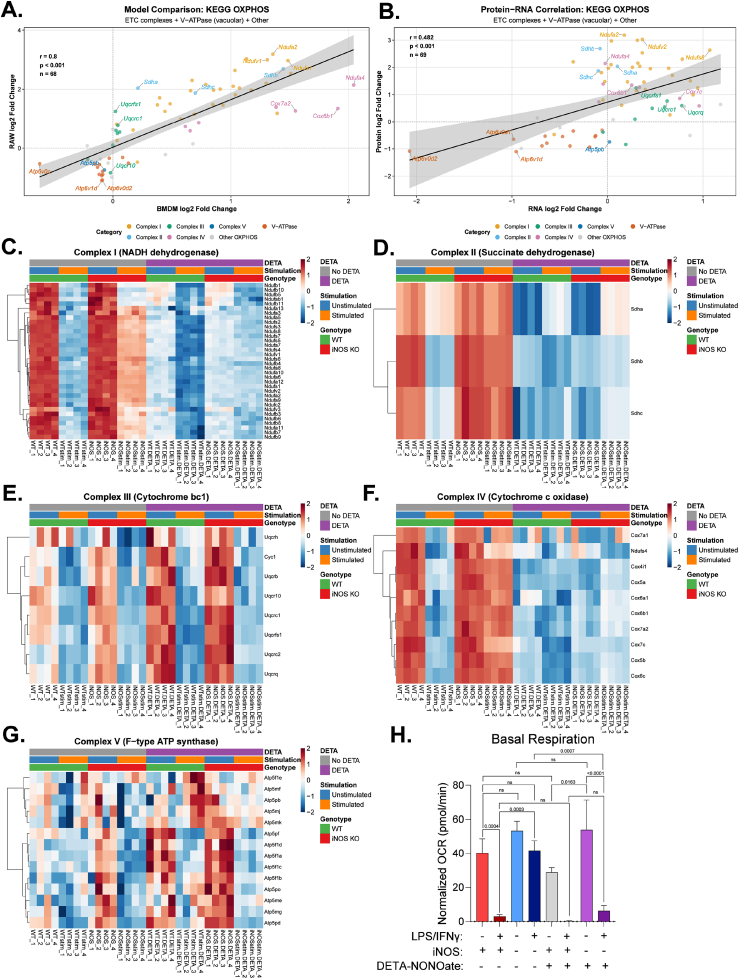
**NO• drives complex-specific remodeling of the electron transport chain** **(A)** Cross-model proteomic correlation for ETC/OXPHOS proteins comparing iNOS-dependent changes (log_2_ fold change: stimulated iNOS knockout (KO) versus stimulated wildtype (WT)) between BMDM (x-axis) and RAW264.7 cells (y-axis). Dots represent 68 proteins defined by KEGG OXPHOS pathway that are quantified in both models, color coded by ETC Complex assignment; V-ATPase subunits (vacuolar/lysosomal) shown separately from mitochondrial Complex V (F-type ATP synthase). Linear regression with 95% confidence interval (shaded region). **(B)** Cross-omic correlation for ETC/OXPHOS proteins comparing iNOS-dependent transcriptomic (x-axis) and proteomic (y-axis) changes in RAW264.7 cells (n = 69 genes with measurements in both datasets). Points colored by ETC complex as in (A). Linear regression with 95% confidence interval shown. **(C**–**G)** Heatmaps showing changes in each of the ETC complexes: (C) Complex I, (D) Complex II, (E) Complex III, (F) Complex IV, (G) Complex V, across eight experimental conditions: unstimulated (unstim) or stimulated (stim) with LPS/IFNγ for 48 h (stim) in WT or iNOS KO genotypes; ± DETA-NONOate (DETA). Colors represent row-wise Z-score normalized protein abundance (blue = decreased, red = increased relative to row mean). Rows (proteins) clustered by Pearson correlation; columns ordered by experimental condition. n = 4 biological replicates per condition (individual replicates designated by “_1” through “_4” suffix). **(H)**. Normalized oxygen consumption rate (OCR) of BMDM across experimental conditions as described in C-G. Data represent mean ± standard deviation, n = 3 biological replicates. Statistical analysis by one-way ANOVA with Tukey's post hoc test for multiple comparisons with p-value reported; ns indicates not significant.

Most of ETC components are encoded by nuclear DNA, while 13 subunits are encoded by mitochondrial DNA. We found NO has different effects on their transcription. Five out of the 13 mitochondrial encoded subunits are significantly lower in stimulated iNOS KO cells compared to the wildtype counterparts, suggesting they are positively regulated by NO, whereas no mitochondrial encoded subunits are significantly increased by iNOS KO (Supplemental Fig. 5B). In contrast, expression of many nuclear encoded subunits is increased by iNOS KO (Supplemental Fig. 5C), showing negative regulation by NO on average.

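All 13 mitochondrial encoded transcripts were tested. Between stimulated iNOS KO and stimulated wildtype cells, 5 were lower and 0 higher at an adjusted p under 0.05 over all genes, and the same 5 passed when adjusted over the list alone. The lower transcripts were mt-Cytb (log2 fold change -0.50, standard error 0.144, adjusted p = 0.00897), mt-Nd6 (-0.47, 0.124, 0.0046), mt-Co1 (-0.41, 0.115, 0.0076), mt-Nd5 (-0.38, 0.11, 0.00849) and mt-Nd4 (-0.38, 0.128, 0.0231), with p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For mt-Nd4 the libraries of the groups overlapped. Without wildtype stimulated replicate A, mt-Cytb (-0.41, adjusted p = 0.0524) and mt-Nd4 (-0.33, adjusted p = 0.0873) did not pass, and mt-Nd4 also did not pass without wildtype stimulated replicate C (adjusted p = 0.055) or iNOS KO stimulated replicate A (adjusted p = 0.0612). Without iNOS KO stimulated replicate B all 5 passed with smaller differences, from -0.305 for mt-Cytb to -0.216 for mt-Nd4. Among the others, mt-Nd3 (0.80, adjusted p = 0.299), mt-Nd1 (0.17), mt-Nd2 (0.13) and mt-Atp6 (0.12) had positive log2 fold changes that did not pass. The list's median log2 fold change was -0.38. It was -0.22 with mt-Atp8, whose libraries were at 3 counts or fewer in one group, set to its bound. As a set the 13 did not differ from other genes (camera, adjusted p = 0.486, and fry, adjusted p = 0.232). The responses to stimulation differed between genotypes at an adjusted p under 0.05 in 2 of the 13, both with a negative difference. On stimulation of wildtype cells, 9 of the 13 fell and 1 rose at that threshold.

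**Figure D2:**
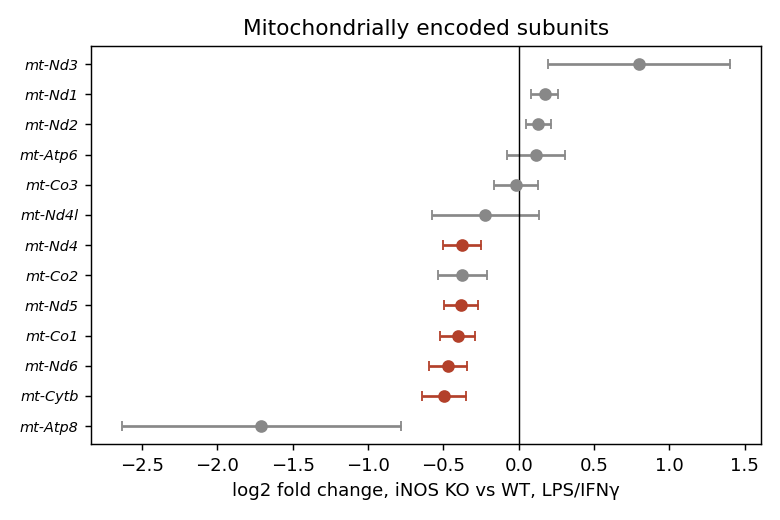
Log2 fold change of each of the 13 mitochondrial encoded transcripts in stimulated iNOS KO against stimulated wildtype cells. Points are fitted values from 3 libraries per group and error bars are standard errors; the 5 transcripts with an adjusted p under 0.05 are red and all lie below 0.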

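Of the nuclear transcripts, at an adjusted p under 0.05 over all genes, 24 of 38 complex I genes were higher and 2 lower in stimulated iNOS KO than in stimulated wildtype cells, and the numbers were the same adjusted over the list alone. In complex III, 7 of 9 genes were higher (8 adjusted over the list alone) and 0 lower. Complex IV had 7 of 16 higher, among them Cox5b-ps, which the rule on symbols took in, and 1 lower, and complex V had 13 of 17 higher and 0 lower, over all genes and adjusted over the list alone. None of the complex II genes passed: their log2 fold changes were 0.12 for Sdha, -0.06 for Sdhb, -0.08 for Sdhc and -0.15 for Sdhd, with adjusted p from 0.0887 to 0.499 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The highest values were those of Atp5g2 (1.64) and Ndufa12, the lowest that of Cox4i2 (-1.16). The V-ATPase genes, which are not part of the ETC, had 12 of 17 lower (13 adjusted over the list alone) and 0 higher, the lowest being Atp6v0d2 (-2.06).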

The activation signals (LPS/IFNγ) can induce broad responses beyond NO• production by iNOS. To further delineate the direct effect of NO• from other effects of stimulation, we carefully compared the impacts of exogenous NO• donor treatment in unstimulated or stimulated wildtype and iNOS KO BMDMs. Interestingly, this revealed complex-specific regulatory pattern and crosstalk between NO• and LPS/IFNγ signaling. The downregulation of complex I show additive effect of NO• and stimulation: comparing to the corresponding unstimulated condition (regardless of whether or not treated with NO• donor or iNOS KO), stimulation causes decrease across the complex I subunits; on the other hand, comparing to the corresponding untreated conditions, the four NO• donor treated conditions all show additional decrease across complex I subunits (Fig. 3C). This suggests NO•-dependent and NO•-independent stimulation-induced mechanisms both contribute to the downregulation of complex I upon activation. In contrast, complex II and some complex IV components show primarily NO•-dependent downregulation, as NO• donor treatment is sufficient to cause similar decrease in these proteins as stimulation in wildtype, and in conditions where endogenous iNOS is knocked out, stimulation does not cause consistent decrease compared to its corresponding unstimulated condition (Fig. 3D and F). Complex III subunits mainly show minor stimulation-dependent, NO•-independent downregulation in BMDM, as endogenous NO• production or exogenous NO• has no major additional effects (Fig. 3E). Finally, most complex V subunits do not show consistent decrease by stimulation or NO•, some are even slightly increased (Fig. 3G).

To examine overall mitochondrial changes, we took an imaging approach. Despite the significant decrease in many ETC components, stimulation was not found to cause significant changes in mean mitochondrial volume, mitochondrial sphericity, or total mitochondria number (Supplemental Fig. 6A–D). This result, consistent with the observation that the downregulation is specific to certain complexes, further indicates the regulation is at the individual ETC complex level rather than general decrease of mitochondria.

To examine the main function supported by ETC, cellular respiration, we measured oxygen consumption rates. Basal respiration rate decreases substantially upon classical activation in wild type BMDM. Intriguingly, we found this respiration inhibition depends on both NO• and stimulation; neither NO• donor treatment alone nor stimulation alone of iNOS knockout cells is sufficient to cause the respiration inhibition (Fig. 3H). While previous literature has shown that NO• plays an essential role in driving the suppression of respiration upon classical activation [16,17], it is suppressing NO• alone is not sufficient to cause significant decrease in basal or maximal oxygen consumption rate in standard unstimulated condition (Fig. 3H, Supplemental Fig. 6E). Mitochondrial respiration requires both the supply of substrates from upstream pathways (e.g. glycolysis, TCA cycle) and activities of different ETC complexes. Given the additive effect of NO• and stimulation on complex I components, as well as the specific effect of NO• on complex II and complex IV and the specific effect of stimulation in complex III, it is likely that it takes two hits to inhibit ETC to an extent that becomes rate limiting. Thus, NO• is required, but not sufficient, in the strong inhibition of mitochondrial respiration associated with macrophage classical activation.

### 2.5 *Upregulation of Akr1a1 is induced by stimulation in a NO*•*-dependent manner*

We next sought to investigate proteins that are upregulated in response to NO•. Enrichment analysis showed these are enriched for oxidative stress and redox pathways (Fig. 1D and Supplemental Fig. 2D), suggesting these responses could play an important role in balancing some NO•-mediated effects in free radical stress and providing a metabolic adaptation. To identify key players that could provide balancing effect in response to NO• production upon stimulation, we first filtered proteins by (1) consistent, significant upregulation in response to NO• (indicated by significantly lower levels in stimulated iNOS KO cells than wildtype with p-adj <0.05) that are consistent across -omic datasets in BMDMs and RAW264.7 cells, and (2) significant upregulation upon LPS/IFNγ stimulation in wildtype cells (shown in red). Then the proteins are ranked by fold change (Fig. 4A). Among the top hits, aldo-keto reductase family 1 member A1 (AKR1A1) has been shown by previous studies to have reductase activities towards S-nitroso-glutathione and S-nitroso-Coenzyme A (SNO-CoA; a reductive intermediate formed by nitrosylation of coenzyme A) [26,27]. Given its activities in metabolizing these important low molecular weight thiol containing molecules (LMW-SH), which play a crucial role in mediating NO•-induced proteins modifications including s-nitrosylation of cysteine residues [1] and other more recently identified regulatory modifications [20,21], we hypothesized that the NO•-dependent upregulation of AKR1A1 can provide a check-and-balance mechanism to tightly regulate the remodeling upon macrophage classical activation. Interestingly, broader profiling of known proteins participating in de-nitrosylation or the reduction of LMW-SH revealed that many well recognized enzymes, such as GSNOR, are not consistently and significantly induced in a NO-dependent manner (Supplemental Fig. 7A), suggesting unique regulation of AKR1A1.

**Fig. 4:**
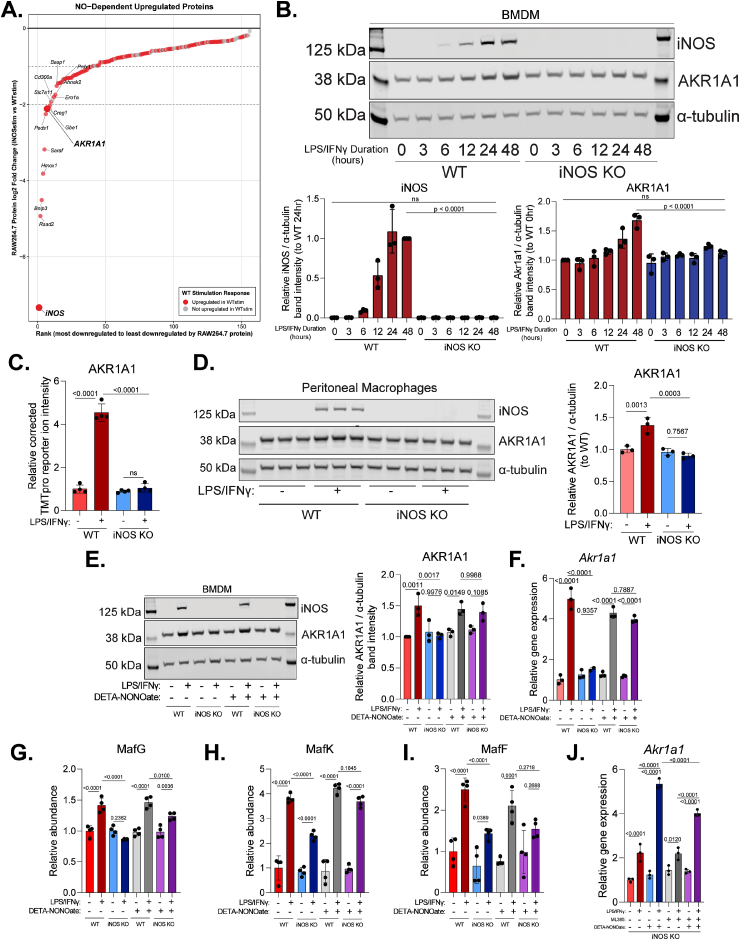
***Akr1a1* induction requires both classical activation and NO• signaling and is partially NRF2-dependent** **(A)** Proteins significantly decreased in iNOS KO vs WT (both LPS/IFNγ-stimulated) across all three datasets (BMDM proteomics, RAW264.7 proteomics, RAW264.7 RNA-seq), ranked by RAW264.7 protein fold change. Red highlights proteins significantly induced by LPS/IFNγ in WT cells (p-adj <0.05, log2FC > 0). Top 15 labeled. **(B)**Top: Representative immunoblot showing AKR1A1 and iNOS protein abundance in WT and iNOS KO BMDMs stimulated with LPS/IFNγ for 0, 6, 12, 24, or 48 h. Bottom: Quantification of AKR1A1 and iNOS protein abundance (normalized to α-tubulin). Data represents mean ± standard deviation (SD) from n = 3 independent experiments. **(C)** Relative abundance of AKR1A1 protein from RAW264.7 cell proteomics dataset. **(D)** Left: Immunoblot showing AKR1A1 and iNOS protein abundance in primary WT or iNOS KO peritoneal macrophages with or without 48-h LPS/IFNγ stimulation (in triplicate). Right: Quantification of AKR1A1 protein abundance (normalized to α-tubulin). Data represents mean ± SD, n = 3 biological replicates. **(E)** Left: Representative immunoblot showing AKR1A1 and iNOS protein abundance in WT and iNOS KO BMDMs under four conditions: treated or untreated for 48 h with LPS/IFNγ alone, 200 μM DETA-NONOate alone, or LPS/IFNγ and DETA-NONOate combined. Right: Quantification of AKR1A1 protein abundance (normalized to α-tubulin). Data represents mean ± SD, n = 3 independent experiments. **(F)** Relative mRNA expression of *Akr1a1* measured by RT-PCR from cells treated as in E. Expression normalized to *Hnrpab* reference gene using ΔΔCt method. Data represents mean ± SD, n = 3 biological replicates. **(G**–**I)** Relative abundance of MafG (G), MafK (H), and MafF (I) from BMDM proteomics dataset. **(J)** Relative mRNA expression of *Akr1a1* in iNOS KO BMDMs unstimulated or stimulated with LPS/IFNγ ± DETA-NONOate ± ML385 (Nrf2 inhibitor, 10 μM) for 48 h. Expression normalized to *Hnrpab*. Data represents mean ± SD, n = 3 biological replicates. Statistics: For panels B-J, statistical comparisons were performed using one-way ANOVA with Tukey's post hoc test for multiple comparisons with p-value reported; ns indicates not significant.

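In the RNA-seq dataset, whose libraries are labelled BMDM, Akr1a1 (ENSMUSG00000028692, chromosome 4, 116493707 to 116508877) was at 612 to 661 CPM in the 3 unstimulated and 2287 to 2655 CPM in the 3 stimulated wildtype libraries. In iNOS KO cells it was at 535 to 569 CPM before and 1534 to 1795 CPM after stimulation. Its log2 fold change on stimulation was 1.98 in wildtype cells (standard error 0.072) and 1.57 in iNOS KO cells (standard error 0.072), and these responses differed by -0.41 (adjusted p = 0.00384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between stimulated iNOS KO and stimulated wildtype cells the log2 fold change was -0.62 (standard error 0.070, adjusted p = 1.3e-06), more than the spread between replicates. It stayed between -0.69 and -0.57 with each library left out in turn. The transcript thus also rose on stimulation without iNOS, though less than in wildtype cells. From RT-PCR and immunoblots, which were not used here, the paper holds that NO• is strictly required for this upregulation.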

To validate the NO•-dependent upregulation of AKR1A1 and further define its dynamics, we measured the changes in AKR1A1 protein level over a time course of LPS/IFNγ stimulation in wildtype or iNOS KO BMDMs. AKR1A1 protein abundance increased in wildtype cells but remained unchanged in iNOS KO cells (Fig. 4B). The temporal changes are in correlation with iNOS induction and extracellular nitrite accumulation (Fig. 4B and Supplemental Fig. 7B). This indicates that endogenous NO• production is required for AKR1A1 induction during classical activation. Similarly, the complete dependence of ARK1A1 upregulation on iNOS was consistently observed in RAW264.7 cells (Fig. 4C), and peritoneal macrophages (Fig. 4D).

To determine whether NO• or iNOS protein was required for the induction of AKR1A1 and whether NO• alone was sufficient for AKR1A1 induction, wildtype or iNOS KO macrophages were exposed to the NO• donor, DETA-NONOate. We found that NO• donor treatment did not cause significant increase of AKR1A1 in unstimulated cells. In contrast, providing NO• during classical activation, either through endogenous iNOS activity or exogenous donor treatment of iNOS KO cells, resulted in robust AKR1A1 induction (Fig. 4E). This demonstrated that NO• alone is insufficient to cause the AKR1A1 induction, classical activation signal is also required. RT-PCR analysis of the transcript level showed a pattern very similar to protein level that the strong induction of *Akr1a1* requires both stimulation signal and the presence of NO•, but not the expression of iNOS protein (Fig. 4F). These findings indicate that the upregulation of Akr1a1 upon classical activation is mainly through a transcriptional mechanism, where NO• is strictly required but not sufficient.

To further delineate signal integration, iNOS KO macrophages were treated with different combinations of LPS, IFNγ, and DETA-NONOate. Interestingly, strong *Akr1a1* induction required concurrent presence of all three components. The combination of LPS and NO• causes a partial induction. IFNγ alone, or in combination with NO•, does not cause a significant induction of *Akr1a1*, but it synergizes with LPS and NO• to cause a strong (∼5x) *Akr1a1* upregulation (Supplemental Fig. 7C). This suggests a NO•-independent effector downstream of LPS signaling, and amplified by IFNγ, is required for the transcriptional induction of *Akr1a1*. Higher dose of DETA-NONOate (1 mM) did not further increase the induction of *Akr1a1* in iNOS KO macrophages with LPS and IFNγ (Supplemental Fig. 7D).

As the enrichment analysis showed that the proteins induced upon classical activation in a NO•-dependent manner are enriched for targets of transcriptional activation by NRF2 pathway [23], we hypothesized NRF2 contributes to the transcriptional upregulation of *Akr1a1*. Supporting this hypothesis, we found known NRF2 binding partners, small MAFs (MafG, MafK, and MafF) [28], are increased upon classical activation in a way that involves the contribution of both NO• and LPS/IFNγ stimulation (Fig. 4G–I). Furthermore, previously published ChIP-seq analysis detected a NRF2 binding peak in the vicinity of *Akr1a1* [29], and transcriptomic datasets in the literature showed *Akr1a1* is significantly increased in KEAP1 knockdown or knockout conditions [[29], [30], [31]]. To directly test the hypothesis that NRF2 contributes to the NO-dependent *Akr1a1* upregulation in activated macrophages, we treated cells with a NRF2 inhibitor, ML385. ML385 treatment does not cause reduction of *Akr1a1* at baseline, but it caused a significant reduction in the stimulation-induced upregulation of *Akr1a1* in the presence of NO (Fig. 4J). Similarly, a significant reduction was observed for the induction of *Hmox1*, a canonical NRF2 target (Supplemental Fig. 7E), supporting that *Akr1a1* is regulated by NRF2 (The exact kinetics for AKR1A1 protein to be upregulated upon stimulation compared to canonical NRF2 targets can be influenced by many factors, including protein turnover rate and chromatin accessibility, so we did not directly compare their kinetics).

Together, these regulatory requirements and mechanism position *Akr1a1* at the convergence of toll-like receptor and cytokine signaling, and stress responses, as schematically represented in Supplemental Fig. 7F. These findings establish the regulatory context for investigation of AKR1A1's biochemical role in controlling NO•-mediated metabolic inhibition.

### 2.6 Akr1a1 counteracts NO-mediated inhibition of PDHC by enzymatic reduction of S-nitroso-CoA

Previous studies have demonstrated a major function of AKR1A1 as an SNO-CoA reductase [26,27,32], and it has significant biological impacts in other cell types, such as in its role in regulating eNOS-derived SNO-CoA in renal proximal tubules, a process critical for renal protection in the setting of acute kidney injury [33], in injured myocardium in the setting of myocardial infarction with genetic variants associated with cardiovascular disease [34], and in hepatocytes with a role in cholesterol regulation through controlling s-nitrosylation of endoplasmic reticulum proteins and downstream PCSK9 secretion [35]. Interestingly, comparing across single-cell transcriptomic dataset in the human protein atlas database [36], we found AKR1A1 is highly expressed in immune cells, especially mononuclear phagocytes, and a genome wide association resource (GWAS Atlas) [37] identifies *Akr1a1* associated with many immunological traits, suggesting its significant role in macrophages and inflammation. Based on its known enzyme activity, AKR1A1 level is expected to regulate cellular level of SNO-CoA and potentially other SNO-LMW (though these compounds are reactive and of low abundance, thus could not be directly quantified in cells). In macrophages, SNO-CoA mediates the strong inhibition of mitochondrial alpha-ketoacid dehydrogenases upon classical activation, by specifically delivering NO•-driven covalent modifications onto the catalytic lipoic arms of their CoA-binding E2 subunits, as shown by our recent work [20,21]. Such inhibition drives the dynamic remodeling of the tricarboxylic acid (TCA) cycle, which modulates the levels of immunoregulatory metabolites and significantly orchestrates macrophages functions during immune responses [10,17]. Therefore, here we focus on one of the most important mitochondrial alpha-ketoacid dehydrogenases, pyruvate dehydrogenase complex (PDHC), which is the gatekeeping enzyme of complete glucose oxidation in the mitochondria. We hypothesize that by reducing SNO-CoA, AKR1A1 can control the NO•-driven inhibition of PDHC, by reducing the modifications of its lipoic arm (and thus better retaining its functional lipoic arm) (Fig. 5A).

**Fig. 5:**
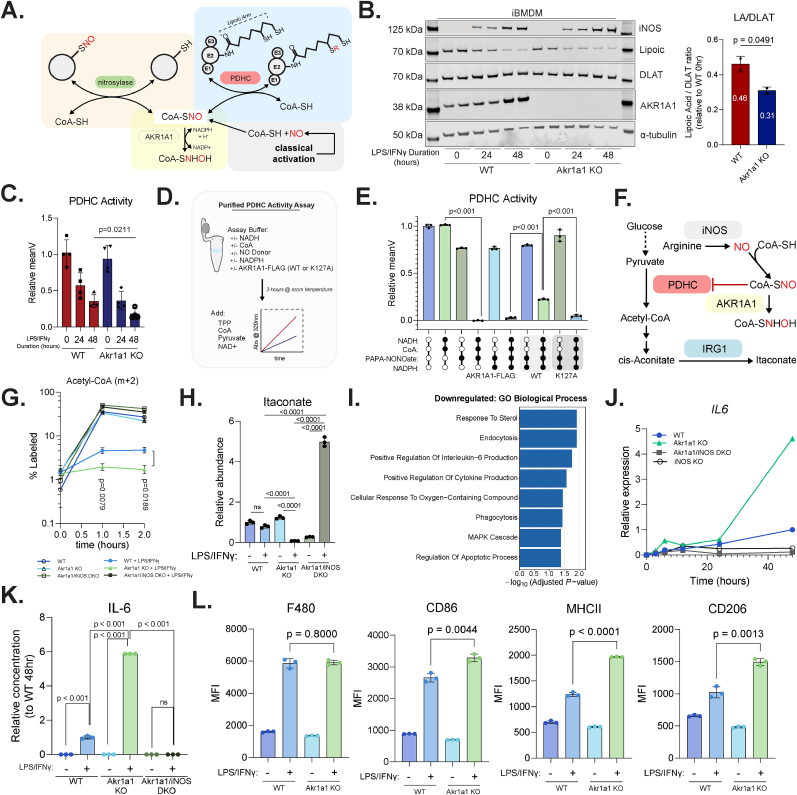
**Akr1a1 regulates metabolic and functional response to classical activation by counteracting NO•** **(A**) Schematic showing AKR1A1's main enzyme activity as SNO-CoA reductase (yellow) and its mechanistic connection to NO• driven inhibition of pyruvate dehydrogenase complex (PDHC) (blue). SNO-CoA is the key molecule delivering NO-derived modifications onto the lipoic cofactor at the catalytic center of PDHC's E2 subunits **(B)** Left: Representative immunoblot showing iNOS, DLAT (E2 subunit of PDHC), AKR1A1 protein abundance, along with functional lipoic acid detection (anti-lipoic acid antibody) at the molecular weight of DLAT in immortalized bone marrow-derived macrophages (iBMDMs). Wildtype (WT) or *Akr1a1* KO (KO) iBMDMs were stimulated with LPS/IFNγ for 0, 24, or 48 h. Each lane represents an independent iBMDM clone (generated using independent guide RNAs for *Akr1a1* KO). Right: Quantification of functional lipoic acid to DLAT protein ratio at 24-h timepoint, normalized to unstimulated WT condition. Data represents mean ± standard deviation (SD), n = 2 independent clones per genotype. **(C)** Relative PDHC enzymatic activity measured in cell lysates from iBMDMs treated as in (B) at 0-, 24-, and 48-h timepoints. Activity normalized to unstimulated WT. Data represents mean ± SD, n = 4 measurements per genotype per timepoint (2 independent iBMDM clones assayed in 2 separate experiments)**. (D)** Experimental design schematic for in vitro PDHC–Akr1a1 co-incubation activity assays. Purified porcine PDHC was incubated for 3 h at room temperature with indicated combinations of PDHC substrates (NADH and CoA) and PAPA-NONOate (NO• donor) ± purified Akr1a1-FLAG (WT or K127A) ± NADPH (Akr1a1 cofactor), followed by measurement of PDHC activity. **(E)** Relative PDHC enzymatic activity from in vitro co-incubation assays as described in (D). All components added simultaneously and incubated for 3 h at room temperature before saturating levels of substrate and activity measurement. Activity normalized to protein only control. Data represents mean ± SD, n = 3 independent reactions. **(F)** Schematic showing SNO-CoA mediated inhibition of PDHC upstream of IRG1 regulating itaconate level, and AKR1A1 counteracting the effect of NO in this process. **(G)** Percent 2-labeled acetyl-CoA from kinetic U–^13^C-d-glucose tracing in WT, *Akr1a1* KO, or *Akr1a1/iNOS* DKO RAW264.7 cells unstimulated or stimulated with LPS/IFNγ for 48 h. Data represents mean ± SD, n = 3 biological replicates. **(H)** Relative total abundance of itaconate from conditions described in (G). **(I)** Pathway enrichment analysis (GO Biological Process) using Enrichr among downregulated differential expressed genes from Supplemental Fig. 9. **(J)** Relative mRNA expression of *IL6* from of WT, *Akr1a1* KO, iNOS KO and *Akr1a1/iNOS* DKO RAW264.7 cells stimulated for 0-, 3-, 6-, 12, 24-, and 48-h. Expression normalized to *Hnrpab*. n = 1 per timepoint. **(K)** IL-6 measured via ELISA from media of WT, *Akr1a1* KO, and *Akr1a1/iNOS* DKO RAW264.7 cells unstimulated or stimulated for 48-h. Data represents mean ± SD, n = 3 biological replicates. **(L)** Median fluorescent intensity (MFI) for the markers, F4/80, CD86, MHCII, and CD206, on WT or *Akr1a1* KO RAW264.7 cells with or without 48-h LPS/IFNγ. Data represents mean ± SD, n = 3 biological replicates. Statistics: For panel E-H and K, statistical comparisons were performed using one-way ANOVA with Tukey's post hoc test for multiple comparisons with p-value reported; ns indicates not significant. For panel B, C, and L, statistical comparisons were performed using unpaired two-tailed *t*-test with p-value reported.

Indeed, in immortalized bone marrow-derived macrophages (iBMDMs), we found *Akr1a1* KO significantly slowed down the gradual loss of functional (*unmodified*) lipoic arm on PDHC E2 subunit (Dihydrolipoamide S-acetyltransferase, DLAT), which is induced by LPS/IFNγ stimulation (Fig. 5B). Consistently, at the enzymatic activity level, the inhibition of PDHC was significantly accelerated and exaggerated in *Akr1a1* KO cells upon classical activation, and the effect is more significant at 48 h, correlating with the greater upregulation of AKR1A1 at the later time point (Fig. 5C). These indicate that induction of *Akr1a1* can be protective for PDHC activity and temper its inhibition over the time course of immune response.

To mechanistically test whether AKR1A1 modulates PDHC inhibition via SNO-CoA reduction, we performed in vitro assays using purified PDHC co-incubated with either wildtype FLAG tagged AKR1A1 or a catalytically inactive K127A mutant [27,32] (Fig. 5D and Supplemental Fig. 8A). PDHC enzymatic activity was strongly inhibited by NO• donor, but only when its substrates CoA and NADH were also present during the co-incubation to generate SNO-CoA and to reduce lipoic cofactor to its reactive thiol containing form, respectively, consistent with the previously demonstrated mechanism that PDHC inhibition is specifically dependent on SNO-CoA modifying the lipoic arm [20]. Under these inhibitory conditions, wildtype AKR1A1 provides significant, partial protection for PDHC activity, when its substrate NADPH is available, whereas the catalytically dead K127A showed no effect (Fig. 5E).

To assess temporal requirements, PDHC was first exposed to PAPA-NONOate, CoA, and NADH prior to addition of AKR1A1. When AKR1A1 was added after the establishment of SNO-COA-mediated inhibition, no rescue was observed. However, when AKR1A1 was present during the initial incubation, PDHC activity was partially rescued (Supplemental Fig. 8B). These results suggest that AKR1A1 acts preventively by intercepting inhibitory intermediates, but it cannot reverse the inhibition by removing the inhibitory modifications.

In cells, PDHC controls the influx from glucose into TCA cycle, and its inhibition has been shown to drive the shutdown of mitochondrial glucose oxidation at later timepoints upon macrophage classical activation [10]. To test the impact of *Akr1a1* in regulating TCA cycle flux (as shown in schematic Fig. 5F), we generated *Akr1a1* KO RAW264.7 cells (Supplemental Fig. 8C). Tracing with U–^13^C-d-glucose showed that *Akr1a1* KO significantly exaggerated the inhibition of glucose entering TCA cycle upon stimulation, as indicated by the further loss of 2-labeling in acetyl-CoA (Fig. 5G) or metabolites downstream of acetyl-CoA (e.g., cis-Aconitate) (Supplemental Fig. 8D). And consistent with the mechanism that PDHC flux is mainly inhibited by SNO-CoA specifically rather than more generalized oxidative stress, we found that treating cells with antioxidant N-acetyl-cysteine (NAC) could not rescue the stimulation-induced PDHC inhibition (as indicated by the loss of acetyl-CoA labeling from glucose), even though the treatment successfully increased cellular NAC level (Supplemental Fig. 8E–F). To further validate whether AKR1A1 regulates stimulation-induced PDHC inhibition through counteracting NO-mediated inhibition of PDHC or through another mechanism independent of NO, we further generated *Akr1a1*/*iNOS* double knockout (DKO). We found the decrease in acetyl-CoA and aconitate labeling is completely prevented by *Akr1a1*/*iNOS* DKO (Fig. 5G, Supplemental Fig. 8D) due to the absence of iNOS, confirming *Akr1a1* provides protection through counteracting NO•.

Collectively, these findings demonstrate that AKR1A1 enzymatically reduces SNO-CoA to protect the lipoic arm of PDHC from NO•-induced modifications, thereby delaying suppression of PDHC activity and the inhibition of TCA flux upon classical activation. Of note, while we focused on PDHC, other lipoate-dependent enzymes (e.g., OGDH and BCKDH) [20,21] are likely similarly protected by AKR1A1, as they also functionally act as SNO-CoA-assisted nitrosylases [38] to self-modify in a SNO-CoA dependent manner.

### 2.7 Akr1a1 regulates NO-mediated metabolic and functional remodeling in classically activated macrophages

The dynamic changes in TCA cycle during the immune response to classical activation, particularly the inhibition of PDHC, which we have shown to be a key regulatory event that drives the metabolic transition from more inflammatory early response stage to the late stage [10], is important for the tight and timely regulation of macrophage functions. One important mechanism is related to the rise-and-fall of immunoregulatory metabolite itaconate, which has been shown to regulate the dynamic changes in macrophage functions over the immune response time course via its impact on several signaling pathways [[39], [40], [41], [42], [43]]. Itaconate first accumulates at early timepoints due to the rapid induction of immune-responsive gene 1 (IRG1), then falls back to or below baseline levels at later timepoints primarily due to NO•-driven inhibition of PDHC, which shuts off influx for itaconate production from upstream [10] (Fig. 5F). Consistently, we found that *Akr1a1* KO, which accelerates the inhibition of PDHC, greatly exacerbated the decrease of itaconate at 48-h post-stimulation. To the contrary, in *Akr1a1/iNOS* DKO, where PDHC activity is not inhibited, itaconate accumulates greatly (Fig. 5H), which is similar to *iNOS* KO (Supplemental Fig. 8G) but opposite to *Akr1a1* KO. This demonstrates AKR1A1 significantly regulates itaconate level and the effects depends on iNOS status. To further validate this effect on itaconate level is indeed driven by NO•-mediated regulation of PDHC flux rather than AKR1A1 directly impacting IRG1 expression in a NO•-independent way, we also measured IRG1 level (Supplemental Fig. 8H). The results showed that the induction of IRG1 protein upon stimulation in *Akr1a1* deficient cells is no less than wild type, confirming the substantial decrease of itaconate in stimulated *Akr1a1* KO cells is not driven by less IRG1 expression but rate-limited by more inhibited PDHC activity. Treating *Akr1a1* KO cells with iNOS inhibitor 1400W effectively inhibited NO production (as indicated by intracellular citrulline level), and greatly increased itaconate level in *Akr1a1* KO cells (Supplemental Fig. 8I), phenocopying genetic *Akr1a1/iNOS* DKO. On the flip side, treating *Akr1a1/iNOS* DKO cells with NO donor greatly decreased itaconate level, making it similar to *Akr1a1* single KO (Supplemental Fig. 8J). All these results firmly support that *Akr1a1* regulates the level of immunoregulatory metabolite itaconate by counteracting NO•’s inhibitory effect on PDHC.

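For the Akr1a1 KO experiment, RNA was sequenced from wildtype and Akr1a1 KO RAW264.7 cells, unstimulated or stimulated for 48 h with LPS (50 ng/mL) and IFNγ (10 ng/mL), with 2 libraries in each of 4 groups. The paper describes them as independent clonal replicates. For replicate B of both unstimulated groups the deposited labels disagree with themselves: the title names stimulated cells, while the treatment field and the library's name give unstimulated ones. Both were taken as unstimulated, as the latter fields say. In a principal component analysis of the 8 libraries, they lay at -86.2 (wildtype) and -82.8 (Akr1a1 KO) on the first component, beside replicate A of their groups at -89.6 and -78.3. Stimulated libraries lay between 74.4 and 90.5. The authors prepared these counts as in the iNOS experiment. Total counts were 12361217 and 44583327 in unstimulated wildtype, 14711983 and 19383229 in stimulated wildtype, 11876719 and 27253156 in unstimulated Akr1a1 KO, and 15116167 and 17337106 in stimulated Akr1a1 KO libraries. Genes with at least 10 counts in total over the 8 libraries, 19569 of them, were tested with the same model, at an adjusted p under 0.05 and without a fold change limit, as in the paper's methods. In stimulated libraries, Akr1a1 was at 576 and 675 CPM in wildtype and at 370.4 and 212 CPM in Akr1a1 KO cells, a log2 fold change of -1.10 (standard error 0.774, adjusted p = 0.643 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without stimulation it was at 427 and 488 CPM in wildtype and at 206 and 21.9 CPM in Akr1a1 KO cells. The KO libraries lay below the wildtype libraries in each state but differed from each other, and the difference did not pass. According to the paper, KO clones were screened by immunoblot for the protein, which transcript counts do not measure.

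**Figure D3:**
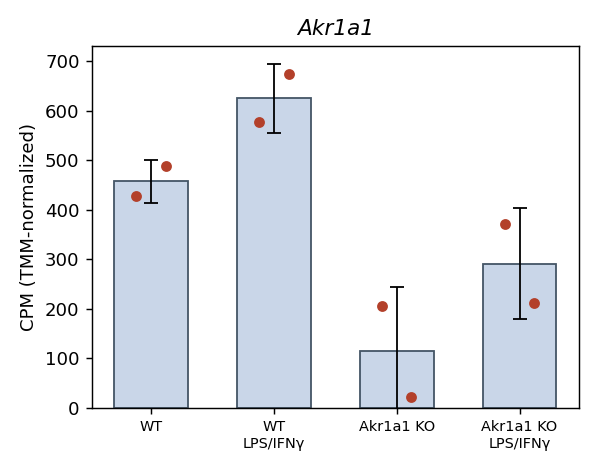
TMM-scaled CPM of Akr1a1 in each of 4 groups of RAW264.7 cells. Bars are the mean of 2 libraries, error bars the SD and points the libraries; the Akr1a1 KO libraries range from 21.9 to 370.4 CPM and the wildtype libraries from 427 to 675 CPM.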

To understand the broader impact of *Akr1a1*, we performed bulk RNA-seq analysis of wildtype and *Akr1a1* KO RAW264.7 cells (Supplemental Fig. 9A). Among the top significantly enriched processes that are impacted by *Akr1a1* KO in stimulated state are cytokine production, endocytosis, and phagocytosis (Fig. 5I), which are some of the major functions in activated macrophages. 

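Between stimulated Akr1a1 KO and stimulated wildtype RAW264.7 cells, 56 genes had an adjusted p under 0.05, 17 higher and 39 lower in Akr1a1 KO cells, with 2 libraries per group. The alternative that moved this number most was testing every gene with at least 1 count, which gave 1015 genes. DESeq2, the tool the paper used, gave 480, among them all 56. Without wildtype unstimulated replicate B, 30 genes passed. Of the 56 genes, 53 differed in the same direction between unstimulated Akr1a1 KO and wildtype cells. By the same rule as above, the largest increases were those of Rell1 (at least 1300-fold, since its stimulated wildtype libraries held 1 and 0 counts), Pde8a (log2 fold change 3.67, standard error 0.234, adjusted p = 0.000839 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Zfp618 (1.87), Gkap1 (1.67) and St6gal1 (1.40). The largest decreases were those of Dst (-4.93, standard error 0.485, adjusted p = 0.00836), Cx3cr1 (-4.34), Zcwpw1 (-4.19), Sema5a (-3.24) and Bub1b (-3.21). Zfp618, Gkap1, St6gal1, Cx3cr1 and Bub1b did not pass without wildtype unstimulated replicate B (adjusted p from 0.0509 to 0.111), and none of these 5 passed without either unstimulated Akr1a1 KO replicate. Over-representation among the lower genes was tested in Reactome pathways, since the Gene Ontology sets of Fig. 5I were not used here. The background was the 4664 tested genes that belong to a pathway, which include 16 of the 39 lower genes. Of 850 pathways, 0 passed an adjusted p of 0.05 by Fisher's exact test (1-sided), and 13 had an unadjusted p under 0.05. With the DESeq2 genes, 127 of 315 in the background, 0 passed and 20 had an unadjusted p under 0.05. Camera on all tested genes called 31 pathways lower and 1 higher. The lowest adjusted p was that of mitochondrial translation elongation (81 genes, 1.5e-05), and others included respiratory electron transport (68 genes, 8.76e-05) and cholesterol biosynthesis (23 genes, 0.000637). None of these calls held by fry (lowest adjusted p over all pathways 0.263) or with the estimated correlation (0.998), which were run on the pathways after the camera result was seen; 64 and 1 had an unadjusted p under 0.05. Lists chosen for the processes named in the paper had a median log2 fold change of -0.05 for 23 genes of cytokines and chemokines (camera, adjusted p = 0.977), -0.16 for 29 endocytosis genes (adjusted p = 0.0517) and -0.24 for 28 phagocytosis genes (adjusted p = 0.178). No gene of these lists passed over all genes. Adjusted over the list alone, 1 cytokine gene was higher and 2 lower, 1 endocytosis gene was lower, and 1 phagocytosis gene was higher and 2 lower. With DESeq2's size factors in place of TMM, the endocytosis list passed by camera (adjusted p = 0.0425), as it did without wildtype unstimulated replicate B (adjusted p = 0.0491). Without wildtype stimulated replicate A the median of the phagocytosis list was 0.02. The cytokine list's median ranged from -0.53 without Akr1a1 KO stimulated replicate A to 0.34 without wildtype stimulated replicate B. From the processes enriched in its own analysis, the paper states that Akr1a1 KO affects major functions of activated macrophages.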

For targeted validation, we focused on IL-6, which is an important inflammatory cytokine produced by macrophages and has been shown to be negatively regulated by itaconate [44]. We found that in *Akr1a1* KO cells, *IL6* expression continues to increase greatly especially at later time points post-stimulation, reaching over 4-fold higher than wildtype by 48 h. In contrast, in the *Akr1a1/iNOS* DKO cells, similar to *iNOS* single KO cells, IL6 expression starts to fall earlier, and is much lower than wildtype by 48 h (Fig. 5J). Consistently with gene expression, IL-6 secretion in *Akr1a1* KO cells increases to over 5-fold higher than wildtype at 48 h post-stimulation, whereas in *Akr1a1/iNOS* DKO cells, IL-6 secretion is much lower than wildtype (Fig. 5K). These results support that *Akr1a1* can influence cytokine production through counteracting NO•. And to test whether the impact of AKR1A1 on IL-6 production can be rescued by a general antioxidant and ROS scavenger, we treated cells with NAC. IL-6 production is robustly increased in *Akr1a1* KO cells regardless of NAC treatment (Supplemental Fig. 9B), supporting this phenotype is primarily regulated through AKR1A1's function in metabolizing SNO-LMW, which represents a defined form of nitrosative/redox stress. Nonetheless, it does not exclude AKR1A1 could also have important role in regulating overall redox balance, and broader redox balance has been shown to impact many aspects of macrophage functions.

To further explore the impacts of *Akr1a1* on macrophage activation, macrophage surface markers were analyzed by flow cytometry. *Akr1a1* KO did not alter general macrophage marker F4/80, but significantly increased the expression of activation makers CD86, MHCII, and CD206 (Fig. 5L and Supplemental Fig. 10), showing AKR1A1 has significant impact on macrophage activation.

## 3 Discussion

Here using integrated multi-omic profiling and targeted analyses, we demonstrated that NO• mediates structured cellular remodeling during macrophage classical activation. Among the NO•-dependent regulations, mitochondrial metabolism was the most negatively regulated process, and proteins involved in defense against reactive stress, including those conventionally categorized as “anti-oxidative stress” proteins and less recognized reductase AKR1A1, are the most positively regulated. Overall, this provides a comprehensive, quantitative characterization of NO•’s regulatory effect across transcript and protein levels, and highlighted NO• as a master regulator in the context of macrophage immune response, consistent with growing work showing NO• coordinating key metabolic transitions during immune response [[8], [9], [10],^17^,^20^,^21^]. Importantly, both this work and previous studies support NO•’s role is truly regulatory, targeting selected processes, and is tightly regulated. This is essential for macrophages to stay viable and perform many crucial immune functions in a regulated manner in a cellular environment where NO• production is high.

This analysis revealed interesting regulatory logics that ensure the tight control of NO•’s regulatory effects. First, many important NO•-mediated responses also require other NO•-independent signals downstream of LPS/IFNγ stimulation, demonstrating an “*and gate*” in regulation. This mode is exemplified by the strong inhibition of mitochondrial respiration and the upregulation of genes such as *Akr1a1*. Such “*and gate*” can allow cells integrate information about immunological situation (e.g., sensing pathogen-associated molecular pattern) and metabolic status (e.g., redox state and NO• production, which is influenced by nutrient availability and microenvironment) in their response. The “*and gate*” could also enable context-specific response to NO and prevent potentially harmful non-specific effects of NO•. Mechanistically, this regulation mode may be in part achieved by transcriptional regulators that both respond to immune stimulation and are regulated by NO•-mediated modifications, such as NRF2, and other possible contributors like NF-kB, AP-1 and STAT1 [45]. Another mechanism may achieve this functional “*and-gate*” is additive effects of NO• and other stimulation-induced response (as exemplified here by the downregulation of complex I), in combination with a high threshold for functional impact. For cellular respiration, there is likely to be a high threshold such that only when complex I decrease is profound enough, it becomes rate limiting for overall mitochondrial oxidation. This can provide a “*two-hit*” modeling in the regulation.

The second regulatory mode highlighted by the results here is negative feedback, providing a check-and-balance to fine tune the extent and timing of NO•’s regulatory effects and protect against non-specific reactive damage. The NO•-dependent upregulation of reductases and redox defense proteins demonstrated that the increase in NO• is a cue to engage adaptive responses. Among the NO•-induced proteins, AKR1A1 emerged as one of the most consistent responses, and was then biochemically validated to temper NO•-driven inhibition of PDHC upon stimulation. The inhibition of PDHC by NO• plays a necessary regulatory part in driving the metabolic transition from early to late response stage [10]. We found that the upregulation of AKR1A1 does not fully prevent or reverse NO•-driven inhibition of PDHC, but significantly delays it. In macrophage immune response, the proper extent and the timing is crucial. Often early in the response, supporting anti-pathogen defense functions is the primary concern, while later in the response, controlling inflammation and supporting functions promote healing become more important [46,47]. Either insufficient or excessive response can be detrimental [48], necessitating precise control. The upregulation of AKR1A1 and other similar proteins can provide the critical fine-tuning and ensure appropriate timing of the sequential metabolic and functional transitions. Supporting this idea, we found that knocking out *Akr1a1* significantly alters the level of immunoregulatory metabolite, itaconate, influences *IL6* expression and activation markers. Building on this, future study will elucidate the exact mechanisms mediating AKR1A1's impacts on inflammatory response, examine the connections of its role in fine tuning dynamic metabolic remodeling and functional remodeling, and explore the relevance and therapeutic potential of AKR1A1 in inflammatory conditions.

This study also advanced our understanding of NO•-driven regulation of mitochondrial respiration. Previous reports have demonstrated the inhibition of ETC by NO• [16,17,[49], [50], [51]]. Surprisingly, through analyzing a comprehensive panel including using exogenous NO• donor in addition to perturbing endogenous NO• production, we found NO• is required but not fully sufficient in the ETC downregulation. This work also generated a comprehensive multi-omic characterization of ETC remodeling, and demonstrated the remodeling is complex-specific. Most of complex I, II and complex IV are consistently downregulated by stimulation and NO•, whereas complex III and V are not affected or slightly increased. The changes in relative complex abundances can alter the capacity of mitochondria to oxidize different substrates and the partitioning of ETC in generating energy or reactive oxygen species (ROS). This can have important consequences in regulating macrophage functions during immune response, especially given the crucial signaling role of mitochondrial ROS [52]. For instance, previous works showed that during classical activation, macrophages increase ROS production by reversed electron transport chain, which requires altered activity of complex II and complex I, but does not involve direct participation of complex V [53]. Changes in compositions within the complex can also have significant regulatory effects. An inspiring recent work showed that the decrease of NDUFA4 within complex IV can amplify interferon program through mtDNA release [54]. The biological impacts of the NO•-dependent remodeling of the composition of ETC in macrophage response merits further investigation. Another intriguing question is the mechanisms driving the complex-specific regulation. Our data here showed the downregulation of certain complex IV subunits is mainly transcriptional, in contrast, complex II subunits decrease at protein level without notable transcriptional changes, suggesting post translational mechanisms. NO•- and inflammation-responsive transcription factors or coactivators can mediate coordinated regulation at the transcriptional level [55], and likely candidates include PGC-1α, ERRα [[56], [57], [58]], or NRF1/NRF2 [7]. Whereas NO•-mediated disruption of iron-sulfur cluster is likely a mechanism causing the strong non-transcriptional decrease of protein abundance [52,59], which was mainly observed for complex II and to a less degree, complex I, both containing iron-sulfur clusters. In addition to the changes in total protein abundance, complex I and II have been found to be S-nitrosylated by NO• or NO•-derived compounds [18,19], which can add to the functional inhibition, and may be related to the stability change.

This work applied multi-omic approach to comprehensively characterize NO•-dependent regulation in macrophages, revealed structured regulatory modules that would not emerge from target-based investigation alone, providing a useful resource and map for future discoveries. However, this study has several limitations, and points to a few future directions where follow-up study is needed. First, the regulatory effects of NO• in macrophage response across different models and biological contexts require to be further examined, as the responses to NO• may be heterogeneous depending on other environment or cellular conditions. Studies here focused on cell models, which may not fully recapitulate physiological conditions or complexity of NO• signaling. Future *in vivo* studies, for example, using macrophage-specific *Akr1a1* knockout mice or *in vivo* inflammatory models will be valuable to validate and extend the findings here. Second, here we systematically profiled the regulatory effects of NO• at transcriptomic level and proteomic level, while the involvement of post-translational modifications (PTMs) was only investigated in a targeted manner. Protein PTM, such as cysteine and tyrosine nitrosylation [60,61], and other post transcriptional regulation [7,54,62] are crucial layers in NO•-driven regulation. Future work to better integrate chemoproteomics and redox proteomics [62,63] capturing PTM with parallel datasets at transcript and whole protein level in the same biological context would provide a more complete picture of NO-dependent regulation. Finally, within the scope of this work, we were only able to perform in-depth investigation of some selected pathway or protein emerged from the omic analysis. The multi-omic dataset provided here can enable identification of additional regulatory axis and adaptive responses.

## 4 Methods

### 4.1 Cell culture

RAW264.7 cells (ATCC) and immortalized bone marrow-derived macrophages (iBMDM) were cultured in RPMI 1640 medium containing l-glutamine (VWR, 16750-070), 10% fetal bovine serum (FBS; Cytivia, SH30910.03), 25 mM HEPES, and 1% penicillin/streptomycin (Gibco, 15-140-122). RAW264.7 iNOS Knockout (KO) cells were generated as previously described [8,20,21]. HEK293T cells (ATCC) were cultured in DMEM medium containing high glucose, GlutaMAX™ (Thermo Scientific, 35050061) and pyruvate (Gibco, 10569044), and supplemented identically. Cell cultures were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. Cells were routinely tested for mycoplasma contamination and maintained at low passage numbers. For classical activation, iBMDMs were treated with 50 ng/mL lipopolysaccharide (LPS) from *Escherichia coli* O111:B4 (Sigma-Aldrich, L3024) and 30 ng/mL recombinant mouse interferon-γ (IFNγ; R&D Systems, 485-MI-100) for the indicated durations; RAW264.7 cells were treated with 50 ng/mL LPS and 10 ng/mL IFNγ for the indicated durations. For iNOS inhibitor treatment, cells were pre-treated for 6 h with 200 μM 1400W (Cayman Chemica, 81520). The inhibitor was maintained in the media at the same concentration through the experiment duration. For N-acetylcysteine (NAC) treatment, cells were treated with 1 mM NAC (Sigma, A9165) in the media for the experiment duration.

For stable isotope labeling experiments, cells were incubated with RPMI 1640 medium containing l-glutamine media deplete of d-glucose (Gibco, 11879020) and replaced with U–^13^C-d-glucose (Cambridge Isotope Laboratories, CLM-1396-1) at formulation concentrations. 10% (v/v) Dialyzed fetal bovine serum (DFBS; Cytivia, SH30079.03) was used in place of FBS in stable isotope label containing media but otherwise supplemented with 1% (v/v) penicillin/streptomycin and 25 mM HEPES as described above.

### 4.2 Primary bone marrow-derived macrophages and peritoneal macrophages

Primary bone marrow-derived macrophages (BMDMs) were isolated from 8 to 12-week-old male and female wild-type C57BL/6J mice or B6.129P2-*Nos2*^tm1Lau^/J (iNOS KO) mice (Jackson Laboratory). All animal procedures were approved by the University of Wisconsin-Madison Institutional Animal Care and Use Committee. Mice were group-housed on a 12-h light/dark cycle at 18–23 °C with 40–60% humidity and provided food and water ad libitum.

Bone marrow was flushed from femurs and tibias and pooled by genotype. Cells were differentiated into macrophages on petri dishes in RPMI 1640 medium containing l-glutamine (VWR, 16750-070), 10% FBS (Hyclone, SH30910.03), 25 mM HEPES, 1% penicillin/streptomycin (Gibco, 15-140-122), and fibroblast-conditioned medium (as a source of M-CSF). Media was replaced on days 3, 5, and 6. On day 7, differentiated BMDMs were harvested, seeded, and cultured in RPMI 1640 complete medium supplemented with 20 ng/mL recombinant mouse M-CSF (R&D Systems, 416-ML-050).

For classical activation, BMDMs were treated with 50 ng/mL LPS (*E. coli* O111:B4; Sigma-Aldrich, L3024) and 30 ng/mL recombinant mouse IFNγ (R&D Systems, 485-MI-100) for the indicated durations. For Nrf2 inhibition experiments, 10 μM ML385 (MedChem Express, HY-100523) was added 1 h prior to and maintained throughout classical activation. For exogenous NO treatment, 200 μM (or 1000 μM as indicated) diethylenetriamine NONOate (DETA-NONOate; Cayman Chemical, 82120) was added and maintained for the indicated durations.

To obtain peritoneal macrophages, WT and iNOS KO male mice were injected intraperitoneally with 500 μL of 4% Brewer's thioglycollate broth. After 4 days, mice were anesthetized with isoflurane and sacrificed via cervical dislocation. Subsequently, the peritoneal cavity was lavaged with cold RPMI containing 2% dFBS and 2 mM EDTA. Cells were then seeded at 1e6/mL in 6-well plates. Peritoneal macrophages were isolated via differential adherence after 6 h incubation and remaining cells in suspension were removed. The same media, incubation conditions, and classical activation stimuli concentrations were used as described above for BMDMs.

### 4.3 CRISPR-Cas9 based genetic knockout of *Akr1a1* in iBMDMs and RAW264.7 cells

*Akr1a1* knockout (KO) iBMDMs and *Akr1a1* KO or *Akr1a1/iNOS* double knockout (DKO) RAW264.7 cell lines were generated by CRISPR-Cas9 genome editing and method adapted from a previously described protocol [20,21]. For iBMDMs, 2 × 10^6^ cells were transfected via electroporation with ribonucleoprotein (RNP) complexes containing 1 μM fluorescent *trans*-activating CRISPR RNA (IDT, tracrRNA-ATTO550), 1 μM CRISPR RNA targeting mouse Akr1a1 (crRNA Guide #1, IDT Design ID: Mm.Cas9.Akr1a1.1.AA; or crRNA Guide #2, IDT Design ID: Mm.Cas9.Akr1a1.1.AB), and 1 μM HiFi Cas9 nuclease (IDT, 1081060) in 100 μL Nucleofector solution with supplement from Mouse Macrophage Nucleofector Kit (Lonza, VPA-1009). For RAW264.7 cells, 2 × 10^6^ cells were transfected via electroporation with ribonucleoprotein (RNP) complexes containing 1 μM fluorescent *trans*-activating CRISPR RNA (IDT, tracrRNA-ATTO550), 1 μM CRISPR RNA targeting mouse Akr1a1 (crRNA Guide, IDT Design ID: Mm.Cas9.Akr1a1.1.AA) and/or iNOS (crRNA Guide, IDT Design ID: Mm.Cas9.NOS2.1.AA), and 1 μM HiFi Cas9 nuclease (IDT, 1081060) in 100 μL Nucleofector solution V plus supplement (Lonza, VCA-1003). Electroporation was performed using program B-032 on a Nucleofector II/2b device (Lonza).

Immediately following electroporation, cells were plated in 35-mm dishes containing RPMI 1640 medium with 10% FBS without antibiotics. After 24 h, tracrRNA-positive cells were single-cell sorted by fluorescence-activated cell sorting (FACS; BD FACSAria III) into 96-well plates containing RPMI 1640 complete medium (10% FBS, 25 mM HEPES, 1% penicillin/streptomycin). Clonal populations were expanded and screened for Akr1a1 and/or iNOS knockout by SDS-PAGE and immunoblotting with anti-Akr1a1 or anti-iNOS antibody.

### 4.4 TMTpro-16plex-labeling of RAW264.7 cells

#### 4.4.1 Cell lysis, digestion, and TMTpro labeling

RAW264.7 cell pellets (16 samples in total; ≥200 μg protein per pellet) were thawed on ice and lysed in Urea buffer (8 M urea, 100 mM Tris, pH 8.0) to an estimated concentration of 3 mg/mL. Protein concentrations were determined by A280 measurements (NanoDrop). Aliquots corresponding to 50 μg of total protein were transferred into new tubes and adjusted to a final concentration of 1 mg/mL with Urea buffer. Cysteine residues were reduced and alkylated by addition of a 10X stock solution containing TCEP (100 mM) and chloroacetamide (400 mM) in water, followed by incubation for 30 min at room temperature in the dark. The urea concentration was subsequently diluted to 1 M with 100 mM Tris, pH 8.0. Next, proteins were digested overnight at room temperature using Trypsin (sequencing-grade frozen trypsin, 0.4 μg/μL; Promega, V5113) and Lys-C (mass-spectrometry grade, 1 μg/μL in water; Wako Chemicals, 129-02541) at an enzyme-to-protein ratio of 1:50 (w/w) for each enzyme. Digestion was quenched by acidifying samples to a final concentration of 0.5% TFA. Samples were individually labeled with isobaric label following manufacturer's protocol (Thermo Scientific, A44521). Samples were pooled by equal ratio based on labeling efficiency determined by TMTpro modified to total peptide measurements.

#### 4.4.2 High-pH reversed-phase fractionation of TMTpro-16plex-labeled RAW264.7 peptides

After TMTpro sample pooling, 100 μg of the multiplexed peptides were subjected to a combined cleanup and high-pH reversed-phase fractionation workflow using solid-phase extraction (SPE) cartridges (1 cc, 50 mg C18 sorbent; Sep-Pak, Waters) operated on a vacuum manifold. Fractionation buffers consisted of 10 mM ammonium formate, adjusted to pH 10, and containing varying concentrations of acetonitrile (ACN). Equilibration and washing steps were performed with 1 mL of solution per step, while fractions were collected in 600 μL volumes.

#### 4.4.3 Equilibration, sample loading, and washing

Each cartridge was first equilibrated with 100% ACN, followed by two washes with 0.2% formic acid (FA). The 100-μg peptide mixture was then loaded onto the cartridge, followed by one additional wash with 0.2% FA and one wash using a 10% ACN fractionation buffer.

#### 4.4.4 High-pH fractionation

Peptides were eluted in a stepwise manner using 10 mM ammonium formate (pH 10) containing 18%, 20%, 22%, 24%, 26%, 28%, 30%, 32%, 34%, and 80% ACN, yielding a total of 10 fractions. The eluates were dried in a vacuum concentrator and resuspended in 0.2% FA prior to LC-MS analysis.

#### 4.4.5 LC-MS analysis of TMTpro-16plex-peptides

For LC–MS analysis, a Vanquish Neo UHPLC system (Thermo Fisher Scientific) was coupled to an Orbitrap Ascend mass spectrometer (Thermo Fisher Scientific) equipped with a Nanospray Flex ion source. Peptide separation was performed on a 40 cm in-house–packed fused-silica column (C18, 1.7 μm, 130 Å) maintained at 50 °C using a custom-built column heater. The spray voltage was set to 2 kV, and the ion transfer tube temperature was 275 °C. TMTpro-labeled peptide fractions (500 ng total per injection) were separated at a flow rate of 300 nL/min using a 109-min active gradient from 14% to 41% solvent B (solvent A: 0.2% formic acid in water; solvent B: 80% acetonitrile with 0.2% formic acid). MS analysis was performed using an MS3–SPS–RTS (MultiNotch Synchronous Precursor Selection Real-Time Search) strategy on the Orbitrap Ascend mass spectrometer.

#### 4.4.6 MS1 acquisition and MS2 precursor filtering

Full MS1 scans were acquired in the Orbitrap at a resolution of 60,000 over a scan range of 400–1600 m/z. The maximum injection time was 50 ms, with an automatic gain control (AGC) target of 4 × 105 (normalized AGC target = 100%). The RF lens was set to 30%. Monoisotopic peak determination (MIPS) was set to peptide, and the isolation window center was defined as the most abundant peak. Precursor charge states of 2–5 were included. Dynamic exclusion was enabled for 20 s with a ±5 ppm mass tolerance.

#### 4.4.7 MS2 acquisition and MS3 precursor filtering

MS2 spectra were acquired in the ion trap using a 0.8 m/z isolation window and collision-induced dissociation (CID) at a normalized collision energy (NCE) of 34%, with an activation time of 10 ms and an activation Q of 0.25. Multistage activation was disabled. The ion trap scan rate was set to Turbo over a scan range of 400–1600 m/z, with a normalized AGC target of 100% and a maximum injection time of 23 ms. Real-time searching (RTS) was enabled against the UniProt Mouse Reference Proteome (UP000000589, including common contaminants; downloaded June 2024). Search parameters were as follows: enzyme = Trypsin/P; static modifications = carbamidomethyl (C, +57.0215 Da) and TMTpro16plex (Kn, +304.2071 Da); variable modifications = oxidation (M, +15.9949 Da); maximum of 1 missed cleavage and up to 2 variable modifications per peptide. Under Peak Selection and Threshold Settings, TMT SPS MS3 mode was enabled, and maximum search time was set to 80 ms. Scoring thresholds were set to: Xcorr = 1.4, dCn = 0.1, precursor mass tolerance ±20 ppm, and charge state = 2. In the compound filter field, entries containing the keyword contam_ were rejected. Additional precursor selection filters were as follows: precursor selection range = 400–1600 m/z; precursor ion exclusion tolerance = ±10 ppm; and isobaric tag loss exclusion = TMTpro.

#### 4.4.8 MS3 acquisition

MS3 spectra were acquired in the Orbitrap with synchronous precursor selection (SPS) enabled, selecting 10 SPS precursors using a 0.8 m/z isolation window. MS3 scans were acquired at a resolution of 45,000 (at *m*/*z* 200) over a scan range of 110–1000 m/z, with a normalized AGC target of 250% and a maximum injection time of 105 ms. High-energy collision dissociation (HCD) was applied at 55% NCE. The total cycle time (MS1 through MS3) was 3 s.

#### 4.4.9 Proteomics data analysis

RAW files from LC–MS runs were processed in MaxQuant (version 2.4.2.0). Unless otherwise noted, all parameters were kept at their default settings. Group-specific parameters: In the Type field, Reporter MS3 was selected. TMTpro16plex correction factors were imported from the manufacturer's data sheet, while all remaining settings were left at default. Global parameters: Under Sequences, the UniProt Mouse Reference Proteome (UP000000589; downloaded June 2024) was used. Under Identification, Match between runs was enabled. Bioinformatic data analysis: Processing of MaxQuant output tables was performed in Perseus based on the proteinGroups.txt file. Entries marked as Only identified by site, Reverse, or Potential contaminant were removed. Proteins were retained only if all 16 TMTpro reporter channels contained valid (>0) values in the Reporter intensity corrected columns. These intensity values were then normalized to relative percentages, such that the total signal per channel equaled 100%. Finally, normalized intensities were log_2_-transformed prior to downstream analysis.

### 4.5 DIA analysis of bone Marrow–Derived macrophages

#### 4.5.1 Cell lysis and protein digestion

Bone marrow–derived macrophage (BMDM) pellets (32 samples in total; ≥200 μg protein per pellet) were thawed on ice and lysed in Urea buffer (8 M urea, 100 mM Tris, pH 8.0) to an estimated concentration of 3 mg/mL. Lysates were briefly homogenized by probe sonication, and protein concentrations were determined by A280 measurements (NanoDrop). Aliquots corresponding to 50 μg of total protein were transferred into new tubes and adjusted to a final concentration of 1 mg/mL with Urea buffer. Cysteine residues were reduced and alkylated by addition of a 10X stock solution containing TCEP (100 mM) and chloroacetamide (400 mM) in water, followed by incubation for 30 min at room temperature in the dark. The urea concentration was subsequently diluted to 1 M with 100 mM Tris, pH 8.0. Next, proteins were digested overnight at room temperature using Trypsin (sequencing-grade frozen trypsin, 0.4 μg/μL; Promega, V5113) and Lys-C (mass-spectrometry grade, 1 μg/μL in water; Wako Chemicals, 129-02541) at an enzyme-to-protein ratio of 1:50 (w/w) for each enzyme. Digestion was quenched by acidifying samples to a final concentration of 0.5% TFA.

#### 4.5.2 Peptide desalting

Digests were desalted using solid-phase extraction (SPE) cartridges (1 cc, 50 mg C18; Sep-Pak, Waters) operated on a vacuum manifold. Cartridges were conditioned with 100% acetonitrile (ACN), followed by two washes with 0.2% formic acid (FA). Acidified digests were then loaded onto the cartridges, washed twice with 0.2% FA, and eluted with 80% ACN containing 0.2% FA. Eluates were dried in a vacuum concentrator and resuspended in 0.2% FA for subsequent LC-MS analysis.

#### 4.5.3 LC-MS analysis

For LC–MS analysis, a Vanquish Neo UHPLC system (Thermo Fisher Scientific) was coupled to an Orbitrap Astral mass spectrometer (Thermo Fisher Scientific) equipped with a Nanospray Flex ion source. Peptides were separated on a 40 cm in-house-packed fused-silica column (C18, 1.7 μm, 130 Å) maintained at 50 °C using a custom-built column heater. The spray voltage was set to 2 kV, and the ion-transfer-tube temperature was held at 280 °C. Peptides (250 ng total per injection) were separated at a flow rate of 300 nL/min using a 30-min active gradient from 5% to 46% solvent B (solvent A: 0.2% formic acid in water; solvent B: 80% acetonitrile with 0.2% formic acid). MS data were acquired in data-independent acquisition (DIA) mode on the Orbitrap Astral mass spectrometer (Thermo Fisher Scientific).

#### 4.5.4 MS1 acquisition

Full MS1 scans were recorded in the Orbitrap detector at a resolution of 240,000 over a scan range of 380–980 m/z. The maximum injection time was set to 50 ms, the normalized AGC target to 250%, and the RF lens to 40%.

#### 4.5.5 DIA acquisition

DIA scans were acquired in the Astral detector using an isolation window width of 4 m/z with no window overlap across a precursor mass range of 380–980 m/z. The DIA window type was set to Auto, and loop control was defined by time. Fragmentation was performed using higher-energy collisional dissociation (HCD) with a normalized collision energy (NCE) of 25%. The MS2 scan range was 150–2000 m/z, the injection time was 2.5 ms, and the normalized AGC target was 500%. The RF lens was maintained at 40%. The total cycle time was 0.6 s, providing rapid duty cycles for comprehensive DIA coverage.

#### 4.5.6 Data analysis

RAW files from DIA runs were analyzed in Spectronaut (version 19.9.250512.62635; Biognosys AG) using the directDIA+ (Deep) workflow. Unless otherwise specified, all parameters were kept at their default factory settings. The UniProt Mouse Reference Proteome (UP000000589; downloaded May 2025) was used as the search database. The following non-default settings were applied: Precursor PEP cutoff = 0.01, Protein Q-value cutoff (run level) = 0.01, Protein PEP cutoff = 0.01, and Exclude single-hit proteins = True. All other parameters, including FDR control, cross-run normalization, and interference correction, followed Spectronaut's standard BGS Factory Settings.

Protein group–level quantification data were exported from Spectronaut in pivot-transformed format. For each protein group, the number of valid PG.Quantity entries across all 32 samples was determined. Protein groups with fewer than 16 valid values were removed from further analysis. Remaining missing values were imputed in Perseus (version 2.1.3.0) using the Replace missing values from normal distribution function, with a Gaussian width of 0.3, a down shift of 1.8 standard deviations, and mode = separately for each column.

### 4.6 Proteomics data processing and statistical analysis

For proteomic datasets, UniProt accession numbers were mapped to gene symbols using the UniProt.ws R package (v2.48.0) querying the mouse proteome (taxon ID: 10090). Multiple UniProt entries mapping to the same gene were collapsed by averaging quantified intensities across isoforms. BMDM protein data were back transformed from log2 (intensity_linear = 2^intensity_log2) prior to statistical analysis. This processing yielded 7937 unique proteins in BMDM and 5237 unique proteins in RAW264.7 cells.

Differential protein abundance was assessed using two-tailed Welch's t-tests comparing iNOS KO + LPS/IFNγ versus WT + LPS/IFNγ groups (n = 4 biological replicates per group). Statistical tests were performed on linear-scale intensity values. Log2 fold changes were calculated as log2(mean iNOS KO + LPS/IFNγ/mean WT + LPS/IFNγ). P-values were adjusted for multiple testing using the Benjamini-Hochberg false discovery rate (FDR) method, with an adjusted p-value threshold of 0.05 defining statistical significance.

### 4.7 Cross-model and cross-omic correlation and concordance analysis

To assess reproducibility and identify high-confidence iNOS-regulated proteins and genes, we performed comprehensive correlation analyses across multiple datasets. All analyses compared iNOS KO + LPS/IFNγ versus WT + LPS/IFNγ conditions unless otherwise stated. Proteins and genes were matched by gene symbol and classified based on statistical significance (adjusted p-value <0.05) and directional agreement of log2 fold changes between datasets.

For protein-RNA correlation (RAW264.7 proteomics versus RNA-seq), proteins-genes pairs were categorized into five groups: (1) "Both sig (p-adj <0.05) (concordant)" - significant in both datasets with log2 fold changes in the same direction; (2) "Both sig (p-adj <0.05) (opposite)" - significant in both datasets with opposite-direction fold changes; (3 and 4) dataset-specific significance (e.g., "BMDM only" or "Protein only"); and (5) "Not significant" - not significant in either dataset. Pearson correlation coefficients were calculated between log2 fold change values for all genes with quantified data in both datasets.

A subset analysis applied stringent cutoffs to identify robust responders: genes meeting both |log2FC| > 0.5 AND adjusted p-value <0.05 in both datasets were classified as "Both Up (>0.5)" or "Both Down (<-0.5)". These cutoff-defined quadrants were highlighted on scatter plots with shaded regions and dashed threshold lines at ±0.5.

Triple concordant downregulated genes were identified as those showing significant downregulation (adjusted p-value <0.05, log2FC < 0) across all three datasets (BMDM proteomics, RAW264.7 proteomics, and RAW264.7 RNA-seq), representing the highest-confidence targets of NO-dependent upregulation (i.e., genes that NO normally induces). Triple concordant genes were rank-ordered by RAW264.7 protein log2 fold change (most to least downregulated) and annotated for whether they were significantly upregulated in WT + LPS/IFNγ versus WT unstimulated (adjusted p-value <0.05), indicating NO-inducible genes.

Results were visualized using scatter plots with Pearson correlation statistics and 95% confidence intervals. Linear regression lines with shaded confidence bands were generated using geom_smooth (method = "lm", se = TRUE). Significance categories were color-coded by agreement type. Gene labels were added using ggrepel (v0.9.6) to prevent overlap. For model comparison with cutoffs (Supplemental Fig. 2B), the top 20 genes per concordant quadrant (ranked by sum of absolute log2 fold changes) were labeled, with PC2 strong contributors (defined in Principal Component Analysis section) shown in bold italic font. Significance category distributions were summarized using doughnut charts.

### 4.8 Principal Component Analysis

Principal component analysis (PCA) was performed on the BMDM proteomics dataset using the prcomp function in R. All BMDM samples were included, representing combinations of genotype (WT, iNOS KO), stimulation status (unstimulated, stimulated), and DETA-NONOate treatment. Protein intensity values were log2-transformed (log2[intensity + 1]) and transposed so that samples (columns) became observations (rows). Zero-variance features were removed prior to analysis. The data matrix was centered and scaled to unit variance (scale = TRUE, center = TRUE) before computing principal components.

Variance explained by each principal component was calculated as the proportion of total variance: (PC_i standard deviation)^2^/Σ(all PC standard deviations)^2^ × 100%. PC scores for each sample were extracted and annotated with experimental metadata (genotype, stimulation status, and DETA-NONOate treatment).

Genes contributing strongly to PC2 were identified using a ±2 standard deviation threshold from the mean PC2 loading value. This resulted strong positive contributors (loadings > mean + 2SD) and strong negative contributors (loadings < mean - 2SD). To examine biological relevance, mean protein expression for each condition was calculated across replicates, log2-transformed, and row-scaled (z-score normalization) for heatmap visualization. Strong PC2 contributors were clustered by correlation distance with Ward's linkage method (ward.D2) and annotated by loading direction (positive vs. negative contributors to PC2).

### 4.9 RNA-seq data processing and differential expression analysis

Total RNA was extracted from RAW264.7 cells under matching experimental conditions (WT unstimulated, WT + LPS/IFNγ, iNOS KO unstimulated, and iNOS KO + LPS/IFNγ) with three biological replicates per group. For the Akr1a1 KO experiment, total RNA was extracted from RAW264.7 cells (WT unstimulated, WT + LPS/IFNγ, Akr1a1 KO unstimulated, and Akr1a1 KO + LPS/IFNγ) with two independent clonal replicates per group. RNA-seq was performed by Novogene using Illumina Sequencing by Synthesis technology. Quality control was performed with base recognition using CASAVA, followed by error rate assessment and GC content analysis. Data were subjected to stringent filtration: (1) removal of adaptor contamination, (2) removal of reads with >10% uncertain nucleotides (N bases), and (3) removal of reads where >50% of bases had low quality scores. After filtration, reads were aligned to the mm10 mouse reference genome using STAR, and gene-level read counts were quantified.

Gene-level read counts were imported into R (version 4.3.1) and analyzed using DESeq2 (v1.42.0). The count matrix was formatted with genes as rows and samples as columns, with sample names standardized (WT_1-3, WTstim_1-3, iNOS_1-3, iNOSstim_1-3 for the iNOS KO experiment; WT_M0a-b, WT_M1a-b, AkrKO_M0a-b, AkrKO_M1a-b for the Akr1a1 KO experiment). Genes with fewer than 10 total reads across all samples were filtered prior to analysis.

For the iNOS KO dataset, differential expression analysis was performed using the design formula ∼ condition with four condition levels (WT, WTstim, iNOS, iNOSstim). For the Akr1a1 KO dataset, an interaction design was used (∼group, where group = genotype_treatment). The DESeq2 workflow included: (1) estimation of size factors for library depth normalization, (2) dispersion estimation using gene-wise maximum likelihood fitted to a dispersion-mean relationship, and (3) differential expression testing using the Wald test with negative binomial generalized linear models. The primary comparison for the iNOS KO experiment was iNOS KO + LPS/IFNγ versus WT + LPS/IFNγ (contrast = c("condition", "iNOSstim", "WTstim")); for the Akr1a1 KO experiment, the comparison was Akr1a1 KO + LPS/IFNγ versus WT + LPS/IFNγ (contrast = c("group", "AkrKO_M1″, "WT_M1″)).

P-values were adjusted for multiple testing using the Benjamini-Hochberg false discovery rate (FDR) method. For the iNOS KO comparison, genes were classified as differentially expressed if they met adjusted p-value <0.05 AND |log_2_ fold change| > 1 (applied for volcano plot visualization and pathway enrichment). For the Akr1a1 KO comparison, only the adjusted p-value <0.05 threshold was applied without a fold change filter, to capture the full spectrum of transcriptional changes. Gene symbols were retained from the input count matrix for downstream integration with proteomics data.

### 4.10 Gene set definitions

ETC complex genes (Complexes I–V) were manually curated based on mitochondrial respiratory chain nomenclature. COX assembly chaperones (Cox10, Cox11, Cox15, Cox17, Cox19, Cox20) were analyzed separately from Complex IV structural subunits. Additional OXPHOS genes were obtained from KEGG (msigdbr v7.5.1, C2:CP:KEGG_LEGACY, *Mus musculus*). V-ATPase genes (Atp6v prefix) were distinguished from mitochondrial ATP synthase. Mitochondrial encoded genes were manually curated. The list was as follows: mt-Nd1, mt-Nd2, mt-Nd3, mt-Nd4, mt-Nd4l, mt-Nd5, mt-Nd6, mt-Cytb, mt-Co1, mt-Co2, mt-Co3, mt-Atp6, mt-Atp8.

PC2 contributors were annotated using WikiPathways 2024 Mouse gene sets via Enrichr: (1) PC2 Negative: ETC/OXPHOS (WP295, WP1248) and Cell Cycle/IL-17A (WP413, WP5242); (2) PC2 Positive: Oxidative Stress/Glutathione (WP4466, WP412, WP164, WP730). Gene names were normalized for case-insensitive matching.

Denitrosylase genes were manually curated. The list was as follows: Ahd5, Txn1, Txn2, Txnrd1, Txnrd2, Grx1, Grx2, Grx3, Grx5, Glrx, Glrx2, Trp14, Txndc17, Apex1, Prdx1, Prdx2, Akr1a1.

### 4.11 Heatmap generation and normalization

Expression heatmaps were generated using pheatmap (v1.0.12). Log2-transformed intensities were row-scaled (z-score: mean = 0, SD = 1) to highlight relative patterns. Samples were ordered by genotype and treatment (BMDM: 32 samples including DETA conditions; RAW264.7: 16 samples). Hierarchical clustering used Pearson correlation distance with Ward.D2 linkage, except ETC heatmaps maintained sample order (cluster_cols = FALSE). Heatmaps used diverging red-blue palette (RColorBrewer RdBu) with z-scores capped at ±2.

For RAW264.7 NO-dependence annotation (Fig. 1E), stimulation effects were calculated from z-scores as: WT_stim_effect = mean(WTstim) - mean(WT); iNOS_stim_effect = mean(iNOSstim) - mean(iNOS); NO_effect = WT_stim_effect - iNOS_stim_effect. Classifications: "NO-Dependent Upregulation" (WT_stim_effect >0.4, NO_effect >0.5), "NO-Dependent Downregulation" (WT_stim_effect < −0.4, NO_effect < −0.5), "NO-Independent" (both |stim_effects| > 0.4, |NO_effect| < 0.5), and "Under Thresholds."

### 4.12 Pathway enrichment analysis

Pathway enrichment was performed using Enrichr (v3.2) with hypergeometric testing against database-specific backgrounds. Analyses included: (1) PC2 contributors (WikiPathways_2024_Mouse); (2) PC2 positive TFs (ChEA_2022, ENCODE_ChEA_Consensus); (3) model comparison concordant genes (WikiPathways_2024_Mouse); (4) Akr1a1 KO DEGs (down) and combined (GO Biological Processes 2023); (5) Protein-RNA correlation significance categories (WikiPathways_2024_Mouse). Results were filtered at adjusted p < 0.05 (BH-FDR). Top 15 pathways (WikiPathways) or top 5 pathways (TF analyses) were visualized with bar length = -log10 (adj-p).

### 4.13 Data visualization

All visualizations were generated in R (v4.3.1) using ggplot2 (v3.4.0) with publication-optimized themes and exported as PDF.

Volcano plots displayed log_2_FC vs. -log10(adjusted p-value) with dashed significance thresholds (p = 0.05; |log2FC| = 1 for iNOS KO only, no FC threshold for Akr1a1 KO). Points were colored by category (upregulated = red, downregulated = blue, not significant = grey). The top 25 genes per direction (ranked by -log10(p-adj) × |log_2_FC|) were labeled using ggrepel (v0.9.5) with italic font.

Correlation scatter plots displayed paired log_2_FC values colored by agreement category, with Pearson correlation statistics, linear regression lines (95% CI via geom_smooth), and sample sizes annotated. Model comparison plots included ±0.5 FC threshold lines and shaded quadrants, with top 20 genes per concordant quadrant labeled (PC2 contributors in bold italic).

Pathway bar plots showed top 5 (TF analyses) or top 15 (WikiPathways) terms with -log_10_(adjusted p-value) on x-axis. Terms were truncated to 60 characters with database prefixes removed.

PCA biplots used genotype-based colors (WT = red, iNOS KO = blue) and shapes for stimulation/DETA status, with 95% confidence ellipses (stat_ellipse, type = "norm", level = 0.95).

### 4.14 Software and statistical computing

All proteomic and transcriptomic statistical analyses and visualizations were performed in R (version 4.3.1) using RStudio (version 2023.06.0). Core packages included: tidyverse (v2.0.0) for data manipulation, dplyr (v1.1.4) for data transformation, ggplot2 (v3.4.0) for visualization, and DESeq2 (v1.42.0) for RNA-seq differential expression analysis. Additional R packages included: pheatmap (v1.0.12) for heatmap generation, ggrepel (v0.9.5) for non-overlapping text labels, gridExtra (v2.3) for multipanel figure assembly, RColorBrewer (v1.1-3) for color palettes, msigdbr (v7.5.1) for gene set databases, enrichR (v3.2) for pathway enrichment analysis via the Enrichr web tool, UniProt.ws (v2.48.0) for protein-to-gene symbol mapping. All figures were exported as PDF files. Final figures were assembled and annotated in Adobe Illustrator 2025.

LC-MS/MS data analysis was performed using Maven (version 6.2). Immunoblots were visualized and quantified using Image Studio Lite Version 5.2 for Windows (LI-COR Biosciences). Additional experimental data not derived from proteomics or transcriptomics were graphed and analyzed in GraphPad Prism (version 10) for Windows (GraphPad Software). Final figure assembly and annotation were performed in Adobe Illustrator 2025.

Graphics were obtained from NIAID NIH BIOART: (1) Lab Mouse (bioart.niaid.nih.gov/bioart/28, 10/7/2024); (2) Petri Dish with HEK293 (bioart.niaid.nih.gov/bioart/653, 5/19/2025).

### 4.15 Data availability

The proteomics datasets have been deposited to the MassIVE repository (UC San Diego) under the accessions MSV000100329 (TMT labeling of RAW264.7 cells) and MSV000100331 (DIA analysis of bone marrow-derived macrophages). The transcriptomic datasets have been deposited to the Gene Expression Omnibus (GEO) under the accession: GSE320557. Code generated to create plots is available at: https://github.com/narp/fan_multiomic_project.git.

### 4.16 Imaging of mitochondrial morphology

For live cell imaging, wildtype and iNOS KO RAW264.7 cells were plated at a density of 1 × 10^4^ cells/well onto 8-well Ibidi chambers (#1.5 glass; Ibidi, 80807) following treatment with O_2_ plasma (Diener Electronic Femto, Plasma Surface Technology) at 60 W for 3 min to facilitate cell adhesion. Cells were cultured in the presence and absence of LPS/IFNγ for 24 h, then incubated with MitoTracker Green (100 nM; Invitrogen, M7514) and Hoechst (1 μg/mL; Invitrogen, 33342) for 1 h to label mitochondria and the cell nucleus, respectively. Chambers were then transferred to an on-stage incubator (Tokai Hit STX) set to 37 °C and 5% CO_2_ for confocal imaging with a Nikon Eclipse Ti2 microscope equipped with a Crest X-light V3531 spinning disc unit and a Kinetix22 monochrome camera. Z-stacks were acquired with a Plan Apochromat 60X/1.42 NA objective with 200 nm z-steps.

All image analysis was performed using FIJI/ImageJ (v2.17.0). To resolve morphology of individual mitochondria, deconvolution was performed by generating a point spread function through the ImageJ plugin DeconvolutionLab2 [64]. Mitochondrial morphological characteristics were then calculated from deconvoluted images using the FIJI/ImageJ plug-in MitoAnalyzer [65].

### 4.17 Basal and maximal oxygen consumption rate measurement

To measure oxygen consumption rate (OCR) in unstimulated and LPS/IFNγ-stimulated (48 h) wildtype and iNOS KO BMDMs with or without DETA-NONOate treatment (48 h), 8 × 10^4^ BMDMs per condition were seeded in complete RPMI medium in a 96-well Agilent FluxPak tissue culture plate (Agilent, 103793-100) and treated accordingly. Media was replaced with Agilent Seahorse XF RPMI medium (Agilent, 103681-100) supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine. Cells were then incubated at 37 °C for 30 min prior to measurement.

The Seahorse XFe96 Analyzer was calibrated with XF Calibrant solution per manufacturer's instructions. Sensor cartridges were loaded with mitochondrial inhibitors from the Seahorse XF Cell Mito Stress Test kit (Agilent, 103015-100): 1 μM oligomycin, 0.5 μM FCCP, and 0.5 μM rotenone/antimycin A, each resuspended in assay medium. The pre-designed Mito Stress Test protocol in the Seahorse Wave Controller Software was used for OCR measurement and basal and maximal respiration calculations. OCR values were normalized to cell number using crystal violet staining as previously described [66].

### 4.18 SDS-PAGE and immunoblotting

Cells were washed with phosphate-buffered saline (Thermo Scientific, AAJ67802-K2) and lysed with RIPA Lysis Buffer (Thermo Scientific, 89901) containing Pierce™ protease inhibitors (Thermo Scientific, A32955) and phosphatase inhibitors (Thermo Scientific, A32957). Total protein content was quantified using Pierce™ BCA Protein Assay Kit (Thermo Scientific, 23227) or Pierce™ BCA Protein Assay Kit – Reducing Agent Compatible (BCA-RAC) (Thermo Scientific, 23250). Unless otherwise noted, 10 μg of total protein was loaded per well of 4-12% Bis-Tris gels (Thermo Scientific, NW04127BOX) in sample buffer containing 10% (v/v) β-mercaptoethanol (Li-COR, 928-40004). Gels were run in Bolt MES Running Buffer (Thermo Scientific, B0002) at 125 V for 65 min, then transferred to nitrocellulose membranes (Li-COR, 926-31092) using Bolt Transfer Buffer (Thermo Scientific, BT00061) at 12 V for 60 min. Membranes were blocked in 5% (w/v) non-fat dairy milk in Tris-buffered saline with 0.1% (v/v) Tween-20 (TBS-T).

Membranes were incubated with primary antibodies (1:1000 dilution in 5% [w/v] bovine serum albumin (Millipore Sigma, A7030) in TBS-T) for 4 h at room temperature or overnight at 4 °C, followed by incubation with secondary antibodies for 1 h at room temperature or overnight at 4 °C. Membranes were visualized on an Odyssey CLx imager (Li-COR) and analyzed using Image Studio Pro software (Li-COR). Primary antibodies: rabbit anti-Akr1a1 (Thermo Scientific, PA5-86685), rabbit anti-iNOS (Thermo Scientific, PIPA517106), mouse anti-α-tubulin (Cell Signaling Technologies, 3873S), rabbit anti-lipoic acid (Thermo Scientific, 43-769-5100UL), rabbit anti-DLAT (Abcam, ab66511), rabbit anti-IRG1 (Abcam, ab222411), beta-actin (Cell Signaling Technologies, 3700S). Secondary antibodies: goat anti-rabbit IgG 800CW (Li-COR, 926-32211), goat anti-mouse IgG 680RD (Li-COR, 926-68070). Other reagents: REVERT™ 700 Total Protein Stain (Li-COR, 926-11021).

### 4.19 RT-PCR

Cells were washed with phosphate-buffered saline (Thermo Scientific, AAJ67802-K2) and lysed with RNA Stat60 (Fisher Scientific, NC9489785) with subsequent RNA isolation performed per manufacture's protocol. Chloroform (Sigma Aldrich, 650498) was used for phase separation. RNA was precipitated with isopropanol (Thermo Scientific, AC327272500) and washed with 75% [v/v] molecular-grade ethanol (VWR, 71006-012). RNA pellets were resuspended in molecular-grade water and quantified with a NanoDrop 2000c Spectrophotomer (Thermo Scientific). cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Thermo Scientific, 4368813). Quantitative PCR reactions were performed with 10 ng of cDNA per reaction using PowerUp™ SYBR™ Green Master Mix (Thermo Scientific, A25777) on an Applied Biosystems QuantStudio 7 Pro Real-Time PCR System (Thermo Scientific). Gene expression was analyzed using the ΔΔCt method with *Hnrpab* as the reference gene. The following target primers were used: *Akr1a1*, Forward: 5′-CTGATGCAGTCCTGCTTGA-3′, Reverse: 5′-GGATGCAGATCACTTTCCGCT-3’; *Hmox1*, Forward: 5′- AAGCCGAGAATGCTGAGTTCA-3′, Reverse: 5′-GCCGTGTAGATATGGTACAAGGA-3’; *Hnrpab*, Forward: 5′-AGGACGCGGGAAAAATGTTC-3′, Reverse: 5′- CAGTCAACAACCTCTCCAAACT-3’; *IL6*, Forward: 5′-CCAGAAACCGCTATGAAGTTCCT-3′, Reverse: 5′-CACCAGCATCAGTCCCAAGA-3’.

### 4.20 Nitrite concentrations

Nitrite concentrations in conditioned media were measured using the Griess Reagent System (Promega, G2930) according to the manufacturer's instructions. Briefly, 50 μL of conditioned media was combined with sulfanilamide and N-1-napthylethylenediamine dihydrochloride solutions in a 96-well plate. Absorbance was measured at 535 nm within 30 min using an Epoch 2 microplate reader. Nitrite concentrations were calculated from a standard curve generated using sodium nitrite standards ranging from 0 to 1000 μM.

### 4.21 PDHC activity assay from cell lysate

PDH complex activity was measured in lysates from unstimulated or LPS/IFNγ-stimulated wildtype and *Akr1a1* knockout iBMDM clones using the Pyruvate Dehydrogenase Enzyme Activity Microplate Assay Kit (Abcam, ab109902) according to the manufacturer's instructions. Briefly, cells were lysed and protein concentrations were determined by Pierce™ BCA Protein Assay Kit (Thermo Scientific, 23227). Equal amounts of protein were loaded into the immunocapture plate and incubated for 3 h at room temperature. Following washing, PDH activity was measured by monitoring NADH production at 450 nm using BioTek Epoch2 microplate reader. Mean velocity within the linear range was normalized to blank and expressed as relative activity to unstimulated wildtype lysate. Data were analyzed using Gen5 TS v.209 software (BioTek Instruments, Inc.).

### 4.22 FLAG-tagged AKR1A1 protein expression and purification

The lentiviral-based protein expression and FLAG-tagged protein purification protocol was adapted from a previously described method [8].To generate HEK293T cells (ATCC, CRL-3216) stably expressing FLAG-tagged Akr1a1 or FLAG-tagged Akr1a1(K127A) mutant, lentiviral particles were produced by transfecting cells with FuGENE 6 Transfection Reagent (Promega, E2691) and Opti-MEM (Thermo Scientific, 31985070) containing psPAX2 packaging plasmid (Addgene, plasmid no. 12260), pMD2.G envelope plasmid (Addgene, plasmid no. 12259), and pLV[Exp]-Puro-CMV-Akr1a1[NM_021473.3]/3xFLAG (VectorBuilder, VectorID: VB250429-1427ssh) or pLV[Exp]-Puro-CMV-Akr1a1_K127A[NM_021473.3]/3xFLAG (VectorBuilder, VectorID: VB250429-1440bbq). Viral particles were added to cells in DMEM containing 8 μg/mL polybrene (Sigma-Aldrich, TR-1003) for 24 h. Transduced cells were selected with 5 μg/mL puromycin (Sigma-Aldrich, P4512).

For protein purification, cells were washed and lysed in lysis buffer (20 mM Tris-HCl pH 7.4, 1% Triton X-100, 100 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol (DTT) (Thermo Scientific, AAJ1539706)) containing Pierce™ protease inhibitors (Thermo Scientific, A32955) and phosphatase inhibitors (Thermo Scientific, A32957). Total protein was quantified using Pierce BCA Protein Assay Kit – Reducing Agent Compatible (BCA-RAC) (Thermo Scientific, 23250). Then, 2 mg of total protein was added to pre-washed anti-FLAG M2 resin (Sigma-Aldrich, A2220) and rotated end-over-end for 3 h at 4 °C. The resin was washed four times with lysis buffer and centrifuged at 2000×*g* for 1 min at 4 °C between washes. Following the final wash, the resin was washed once with 1 mL final wash buffer (20 mM Tris-HCl pH 7.4, 100 mM NaCl, 5 mM MgCl_2_) and centrifuged at 2000×*g* for 1 min at 4 °C. Bound protein was eluted by adding 7 μg FLAG peptide in final wash buffer and rotating at 1200 rpm for 30 min at 25 °C. The eluate was collected by centrifugation at 1000×*g* for 4 min at 4 °C through a chromatography column (Bio-Rad Laboratories, 7326204).

The eluted protein was transferred to a 30-kDa MWCO filter (Sigma-Aldrich, UFC503024) and buffer-exchanged into storage buffer (40 mM Tris-HCl pH 7.5, 100 mM NaCl, 2 mM DTT) by repeated concentration (10 cycles of adding 300 μL storage buffer and centrifuging at 10,000×*g* for 5 min at 4 °C). Glycerol was added to a final concentration of 15% (v/v). Protein concentration was determined by NanoDrop 2000c Spectrophotometer using an extinction coefficient and molecular weight for WT and mutant, respectively: 60,850 M^−1^cm^−1^ and 39,299.28 Da, 60.850 M^−1^cm^−1^ and 392423.18 Da. Protein purity was confirmed by SDS-PAGE with Coomassie staining (Supplemental Fig. 8A).

### 4.23 In vitro purified AKR1A1 co-incubation PDHC activity assays

PDHC activity assay was adapted to include Akr1a1 co-incubation from a previously described protocols [20,21]. Purified porcine PDHC (Sigma Alrich, P7032–10UN) (0.2 units/mg) was incubated at room temperature for 3 h with indicated combinations of PAPA-NONOate (600 μM), CoA (200 μM), NADH (200 μM), and NADPH (200 μM) with or without 250 nmol of purified AKR1A1-Flag or AKR1A1[K127A]-Flag in 20 mM sodium phosphate buffer (pH 7.2). After incubation, the protein mixture was diluted 1:20 in assay solution containing thiamine pyrophosphate (100 μM), CoA (2 mM), pyruvate (2 mM), and NAD+ (10 mM) in 20 mM sodium phosphate buffer (pH 7.2). PDHC activity was quantified by the rate of NADH production as measured by the increasing NADH absorbance at 340 nm over time using a BioTek Epoch2 microplate reader. Absorbance was measured continuously, and the mean velocity was determined from the linear portion of the curve. Data were analyzed using Gen5 TS v.209 software (BioTek Instruments, Inc.).

### 4.24 Metabolite extraction and LC-MS analysis

To measure intracellular metabolites, cells were washed twice with D-PBS and metabolites were extracted with cold LC-MS grade 80:20 (v/v) methanol:water (Thermo Scientific, A4564, W64). The resulting pellet was extracted twice then pooled in a tube and dried under a nitrogen stream. Dried samples were resuspended in LC-MS grade H_2_O. Samples were analyzed using a Q Exactive Orbitrap Mass Spectrometer (Thermo Fisher Scientific) coupled to a Vanquish Horizon UHPLC System. Xcalibur 4.0 was used for data acquisition. Samples were separated on a 100 × 2.1 mm, 1.7 μM ACQUITY UPLC BEH C18 Column (Waters) with a gradient of solvent A (97:3 (v/v) water:methanol, 10 mM TBA (cat. no. 90781, Sigma-Aldrich)), 9 mM acetic acid (pH 8.2, cat. no. A11350, Thermo Fisher Scientific) and solvent B (100% methanol). The gradient was: 0 min, 5% B; 2.5 min, 5% B; 17 min, 95% B; 21 min, 95% B; 21.5 min, 5% B. The flow rate was 0.2 ml min^−1^ with a 30 °C column temperature. Data were collected in full scan negative mode at a resolution of 70 K. Settings for the ion source were: 10 auxiliary gas flow rate, 35 sheath gas flow rate, 2 sweep gas flow rate, 3.2 kV spray voltage, 320 °C capillary temperature and 300 °C heater temperature. Reported metabolites were identified based on exact *m/z* and retention times determined using standards. Data were analyzed with MAVEN (v.2011.6.17) [67,68]. Metabolite levels were normalized to total protein content quantified using Pierce™ BCA Protein Assay Kit (Thermo Scientific, 23227).

### 4.25 ELISA

To measure cytokine release, 0- or 48-h spent medium from RAW264.7 cells was collected and spun at 500×*g* for 5 min. The IL-6 concentration in the supernatant was measured using DuoSet ELISA Kits (R&D Systems, DY406) according to the manufacturer's instructions. The levels of released IL-6 were normalized to the total cellular protein content in the culture plate.

### 4.26 Flow cytometry

1e6 wildtype or *Akr1a1* KO RAW264.7 cells were seeded in full RPMI then stimulated as described. The cells were removed with Accutase (Corning, 25-058-Cl), washed with PBS, and resuspended in flow buffer (PBS with 2% dFBS). The cells were incubated with anti-mouse CD16/32 antibody (Fc block; Biolegend, 156604) and subsequently stained with Ghost Dye Violet 450 (Tonbo BioSciences, 13-0863-T100), F4/80-PE-Cy7 (Biolegend, 123114), CD86-FITC (Biolegend, 105005), CD206-PE (Biolegend, 141705), and/or MHCII-APC (Biolegend, 107613). Analysis was performed using the ThermoFisher Attune cytometer and processed in FlowJo v.10.4 for compensation, gating, and summary statistic output. Compensation was completed using single-color controls for each antibody conjugate with UltraComp eBeads (Thermo Fisher, 01-2222-42). Also, a live-dead single-color control was used (50% of cells in sample heated for 15 min at 70 °C). Fluorescence Minus One (FMO) controls were generated for all conditions. For the gating strategy and FMOs, see Supplemental Fig. 10.

## Funding

This work was supported by National Institutes of Health (NIH) grant no. R35 GM147014 (J.F.), R35 GM118027 (A.H.), P41 GM108538 (J.J.C.), and the Morgridge Institute for Research. N.L.A. was supported by NRSA Individual Predoctoral Fellowship no. F30 AI183563. N.L.A. and J.H.S. dual-degree training was supported in part by University of Wisconsin Medical Scientist Training Program no. T32 GM140935. U.S.U. was supported by an UW-Madison Biotechnology Training Program NIH grant no. T32 GM135066. J.H.S. was supported by NRSA Individual Predoctoral Fellowship no. F30 HL174128.

## CRediT authorship contribution statement

**Nicholas L. Arp:** Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. **Uzziah S. Urquiza:** Investigation. **Marcel Morgenstern:** Data curation, Formal analysis, Investigation, Methodology. **Jonathan H. Schrope:** Formal analysis, Investigation. **James A. Votava:** Investigation. **Steven V. John:** Investigation. **Jack J. Stevens:** Investigation. **Felicia Deng:** Investigation. **Anna Huttenlocher:** Supervision. **Joshua J. Coon:** Supervision. **Jing Fan:** Conceptualization, Methodology, Supervision, Writing – original draft, Writing – review & editing.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests:N.L.A, U.S.U., M.M., J.H.S., J.A.V., S.V.J., J.J.S., A.H., and J.F. declare no competing interests. J.J.C. is a consultant for Thermo Fisher Scientific and Seer, and is a co-founder of CeleramAb.

## Data Availability

The proteomics datasets have been deposited to the MassIVE repository (UC San Diego) under the accessions MSV000100329 (TMT labeling of RAW264.7 cells) and MSV000100331 (DIA analysis of bone marrow-derived macrophages). The transcriptomic datasets have been deposited to the Gene Expression Omnibus (GEO) under the accession: GSE320557. Code generated to create plots is available at: https://github.com/narp/fan_multiomic_project.git. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Multi-omic analysis reveals nitric oxide dependent remodeling in classically activated macrophages and identifies negative regulation mediated by AKR1A1
**Source:** Redox Biol. 2026 Apr 22;93:104181. doi: 10.1016/j.redox.2026.104181
**Supplement:** Supplementary file 4 — Supplemental Figure 3iNOS-dependent transcriptome changes observed in stimulated RAW264.7 cells (A) Volcano plot showing differentially expressed genes in 48-h LPS/IFNγ stimulated iNOS knockout (iNOS KO) versus stimulated wildtype (WT) RAW264.7 cells (n = 3 biological replicates per genotype per condition). Genes meeting significance thresholds (p-adj <0.05 and |log2 fold change| > 1.0) are colored by direction of change: upregulated in iNOS KO (red), downregulated in iNOS KO (blue), not significant (grey). Dashed lines indicate thresholds at p-adj = 0.05 (horizontal) and |log2FC| = 1 (vertical). Top 25 genes per direction (ranked by -log10(p-adj) × |log2FC|) are labeled. (B–D) Lists of top 20 upregulated or downregulated protein/genes identified in each of the significance categories as described in Fig. 2A including both significant (concordant) (B), protein only (C), and RNA only (D), sorted by negative and positive log2FC of protein (B–C), or RNA (D).Multimedia Component 3

A. B.

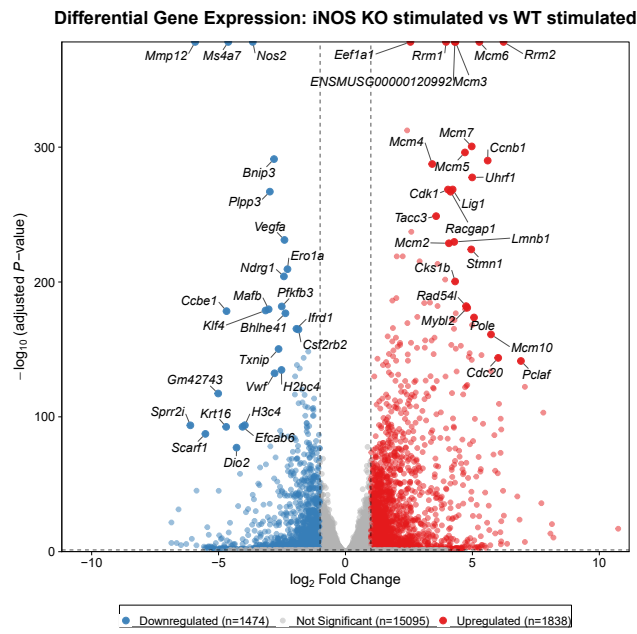

Top 20 Protein/Genes: Both sig (concordant)

| Protein | Negative Log2FC | Positive Log2FC | RNA | Negative Log2FC | Positive Log2FC |
|---------|-----------------|-----------------|-----|-----------------|-----------------|
| 1       | Nos2            | Rad51ap1        | 1   | Nos2            | Pbk             |
| 2       | Rsad2           | Mak16           | 2   | Bnip3           | Pclaf           |
| 3       | Bnip3           | Incenp          | 3   | Txnip           | Rrm2            |
| 4       | Hmox1           | Ect2            | 4   | Cox20           | Kntc1           |
| 5       | Plin2           | Tpx2            | 5   | Pfkfb3          | Plk1            |
| 6       | Saraf           | Bub1b           | 6   | Ndrp1           | Kif4            |
| 7       | Cmpk2           | Kif11           | 7   | Ero1a           | Ndc80           |
| 8       | Ndst1           | Ndc80           | 8   | Cd274           | Kif15           |
| 9       | Serpib9b        | Racgap1         | 9   | Atp6v0d2        | Ccnb1           |
| 10      | Slc37a2         | Tex30           | 10  | Rsad2           | Shcbp1          |
| 11      | C3ar1           | Fads2           | 11  | Map4k3          | Knstrn          |
| 12      | Cd274           | Fdx1            | 12  | Rgs1            | Spc24           |
| 13      | Rab7b           | Irf8            | 13  | Echdc3          | Mcm6            |
| 14      | Rap2a           | Slc7a1          | 14  | Ckb             | Kif11           |
| 15      | Peds1           | Cep55           | 15  | Kdm3a           | Dsccl           |
| 16      | Cd86            | Dlgap5          | 16  | Naglu           | Fanci           |
| 17      | Tor4a           | Birc5           | 17  | Gpnmb           | Pole            |
| 18      | Ggta1           | Rrm2            | 18  | Lyst            | Uhrf1           |
| 19      | Smpdl3a         | Ccnb1           | 19  | Ndst1           | Top2a           |
| 20      | Akr1a1          | Ndufv2          | 20  | Slc37a2         | Kif2c           |

C. Top 20 Protein/Genes: Protein Only

| Protein | Negative Log2FC | Positive Log2FC |
|---------|-----------------|-----------------|
| 1       | Fabp7           | Ndufa2          |
| 2       | Atp2b3          | Ndufs1          |
| 3       | Ifit2           | Sdhb            |
| 4       | Usp18           | Lias            |
| 5       | Reep3           | Rpf1            |
| 6       | Psen1           | Ndufa4          |
| 7       | Ifit1           | Ndufa10         |
| 8       | Rap2c           | Llph            |
| 9       | Tspyl1          | Sdha            |
| 10      | Slc28a2         | Nrp1            |
| 11      | Maob            | Ndufs3          |
| 12      | Gpat3           | Gng10           |
| 13      | Ada             | Irf2            |
| 14      | Gvin1           | Hic2            |
| 15      | Ggh             | Sdhc            |
| 16      | Ldah            | Ndufa6          |
| 17      | Tlr3            | Abce1           |
| 18      | Atp8a1          | Dgkd            |
| 19      | Atxn7           | Nsun5           |
| 20      | Abcb6           | Pold3           |

D. Top 20 Protein/Genes: RNA Only

| RNA | Negative Log2FC | Positive Log2FC |
|-----|-----------------|-----------------|
| 1   | Acad12          | Cit             |
| 2   | Mtss1           | Nup210          |
| 3   | Pdk2            | Fam83g          |
| 4   | Arhgap22        | Dnph1           |
| 5   | Eno2            | Orc1            |
| 6   | Naga            | Dck             |
| 7   | Vps37b          | Topbp1          |
| 8   | Rpgr            | Nup43           |
| 9   | Eif4a2          | Ptma            |
| 10  | Dnm1            | Nes             |
| 11  | Pacc1           | Pcyox1l         |
| 12  | Bsg             | Dkc1            |
| 13  | Tmem115         | Nup133          |
| 14  | Smg9            | Apex1           |
| 15  | Pthr1           | Sdf2l1          |
| 16  | Tnfrsf26        | Rps16           |
| 17  | Pacs2           | Gm7324          |
| 18  | Cpeb4           | Rps6            |
| 19  | Slc2a1          | Snrpf           |
| 20  | Stam            | Isyna1          |

How the deposited data were processed for this re-analysis (not part of the article)

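Bulk RNA-seq of macrophages was re-analysed from gene counts in 2 experiments. The first compared wildtype and iNOS KO cells, unstimulated or stimulated with LPS and IFNγ for 48 h, in 12 libraries (3 per group) that the labels name BMDM and the paper RAW264.7. The second compared wildtype and Akr1a1 KO RAW264.7 cells in the same states, in 8 libraries (2 per group). Groups were taken from the labels of the libraries. The proteomic, metabolite, immunoblot, flow cytometry and RT-PCR measurements were not used here.

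According to the paper, the authors removed reads with adaptors, uncertain bases or low quality, aligned the rest to mm10 with STAR and counted them on genes. The deposited tables hold these counts as whole numbers, without normalization or filtering, for 56748 genes with their Ensembl identifiers, names, types and positions. In the tables 882 gene names occur more than once, and the identifier was used as the key. The tables name no genome build. Of 52073 gene identifiers shared with GENCODE's GRCm38 annotation, 52071 lay on the same chromosome but 1485 (2.85%) had the same start, so positions are given only as the tables list them.

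Genes with at least 10 counts in total were tested: 18691 in the libraries labelled BMDM (13208 protein-coding) and 19569 in RAW264.7 cells (13353 protein-coding). Counts were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and each experiment was fitted with 1 mean per group by edgeR's quasi-likelihood method, with 2-sided F tests and Benjamini-Hochberg adjustment over the genes tested. The common dispersion was 0.0084 in the libraries labelled BMDM and 0.0522 in RAW264.7 cells. In each experiment KO was compared with wildtype in both states and stimulated with unstimulated cells in both genotypes, and the interaction of genotype and stimulation was tested. The thresholds follow the paper's methods: an adjusted p under 0.05, with an absolute log2 fold change over 1 in the iNOS experiment, where the interaction had no fold change limit. CPM values use the TMM library sizes, with a prior count of 2 where logarithms were taken for the list tests. A gene whose libraries all held 3 counts or fewer in one group is given as a lower bound of its fold change.

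The text names the knocked-out genes and the single genes the paper names, members of the lists where a list is discussed, and genes from the 5 protein-coding genes with the largest increase and the 5 with the largest decrease in each stimulated KO comparison, among those past the threshold with a mean log2 CPM over 3 and no overlap between groups. Gene lists were tested as sets with camera in limma 3.58.1 at a preset correlation of 0.01, in 27 lists for the libraries labelled BMDM and 26 for RAW264.7 cells. They were the mitochondrial encoded subunits, COX assembly chaperones and denitrosylases listed in the paper's methods, the subunits of complexes I to V and the V-ATPase by gene symbol, the gene labels of Fig. 2B and Fig. 2C and the transcript lists of Supplemental Fig. 3B. Other lists were chosen for this work: cytokines and chemokines, genes upstream of IL-6 production, endocytosis, phagocytosis, sterol synthesis and uptake, sterol efflux, interferon-stimulated genes, NRF2 targets, hypoxia-responsive genes, sex-linked genes, and markers of neutrophils, fibroblasts and lymphocytes. Reactome pathways came from fgsea 1.28.0, and 6932 of their 7111 Entrez numbers (97.5%) were matched to gene symbols in 1457 sets. Over-representation used Fisher's exact test (1-sided) on 850 pathways. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

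Library totals ranged from 15072109 to 18878107 counts in the libraries labelled BMDM and from 11876719 to 44583327 in RAW264.7 cells. The tests were tried on simulated data: with 200 changed genes planted among 18284, modelled on the libraries labelled BMDM, 200 were called with 17 unchanged genes. Among 19004 genes modelled on RAW264.7 cells, 189 were called (94.5%) with 12 unchanged genes, and DESeq2 called 193 with 53 unchanged genes. Camera with the fixed and with the estimated correlation and fry found the planted list and 0 of 20 unchanged lists, and the pathway test found the planted pathway and 0 of 30 unchanged pathways. The simulated genes were drawn independently of each other, with the dispersions that edgeR had estimated. The simulation therefore does not show how the list tests behave where genes are correlated.

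The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, edgeR's filterByExpr or no filter on counts, protein-coding genes alone, a model of only the groups compared, the replicate letter as a block, another fold change limit, fry or an estimated correlation for the lists, and each library left out in turn. The comparisons, lists, rule for named genes and these alternatives were fixed before the data were examined. Sets of Gene Ontology terms were not used here, so the enrichment of Fig. 5I was addressed with Reactome pathways and the chosen lists.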

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

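Of the tests below, the one that takes the length trend out of each library, the summed level of marker genes and those with the replicate letter as a clone were chosen only after the result was seen.

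In the iNOS experiment, whose libraries are labelled BMDM, the effect of iNOS KO differed between stimulated and unstimulated cells in 6617 of 18691 genes by edgeR's test of the interaction (3732 with a positive and 2885 with a negative difference), which singled the result out. Of 100 assignments of the genotype labels within each state, the real one included, 1 gave as many genes, the highest count of another being 6044. A further 5 lay between 5597 and 5986 and the rest at 18 or fewer. Genotype labels were assigned in each state separately, so an assignment can keep the real grouping of the stimulated libraries, and with it their difference. Whether the high counts came from such assignments was not tested, so the rank of the real assignment alone does not establish an interaction. When the 100 most abundant genes, which hold 21.8% of the counts, were left out, 6527 of the 6542 remaining genes were called again. As this moved 0% of the interactions by over 0.05, that test alone decides nothing about a few genes taking most of the counts. In each library, however, the 10 most abundant genes held only 7.02% to 11.66% of the counts. Of the 6617 genes, 2809 had an absolute interaction over 1, 1745 positive and 1064 negative. A few genes taking most of the counts would shift all others the same way, so these values argue against it for the 2809 genes. Of the 15 cell cycle genes of Fig. 2B, 14 had a positive interaction, and the median over the 15 was 2.86. Of the 14, 13 fell on stimulation in wildtype cells; in iNOS KO cells 11 of these fell less, and Prim2 (0.21) and Rpa2 (0.11) had positive values. Pola2 rose in both genotypes (0.50 and 1.28). The genes that fell less may follow the change in proliferation that the paper describes for RAW264.7 cells. The paper holds that BMDMs do not proliferate in either genotype, so this depends on the unsettled cell type, and the 14 make up 0.21% of the interaction genes. No biological explanation was tested for the others, and gene length was not tested for this pattern.

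Single genes named by the paper were also singled out by the same test, in the same libraries. The interaction was positive for Acod1 (0.49), Cd86 (2.44), Cox7a2 (0.43), Dlat (0.66), G6pdx (0.36), Mrc1 (1.85), Ndufb7 (1.03), Nfe2l2 (0.48) and Nos2 (3.96), and negative for Akr1a1 (-0.41), Bnip3 (-2.65), Gclc (-0.65), Gclm (-0.58), Hmox1 (-1.23) and Rsad2 (-2.11). The value for Nos2 depends on the prior count, since unstimulated iNOS KO libraries held 0 counts, and is no bound; the value for Cd86 has the same limit. With DESeq2 the interaction of Cd86 did not pass (adjusted p = 0.0723). A positive interaction is not by itself a higher level in iNOS KO cells. Acod1 had negative log2 fold changes both without stimulation (-1.01) and after it (-0.52), as did Mrc1 (-2.60 and -0.75), Cd86 and Nos2. After stimulation the values of Cox7a2, Dlat, G6pdx, Ndufb7 and Nfe2l2 were positive. The biological explanation the design offers is a response to stimulation that differs without iNOS, and no technical explanation was tested for single genes.

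Without stimulation, in a comparison the paper does not report, 310 genes differed between iNOS KO and wildtype cells (122 higher, 188 lower). Of the 10 splits of the 6 libraries, 1, the real one, gave as many, which is the smallest share this design allows, and the highest count of another was 1. The 129-strain DNA that may surround the knocked-out gene does not account for the pattern as a whole: 15 of the 310 genes lay within 20 Mb of Nos2 on chromosome 11, where 10.98 were expected (Fisher's exact test, 1-sided, p = 0.139). A different sex mix of mice is argued against by 0 of 4 sex-linked genes passing (largest absolute log2 fold change 0.34, lowest adjusted p 0.441). Of 28 marker genes of other cell types, 10 were tested and 0 passed the threshold, but 7 of the 10 held 3 counts or fewer in every unstimulated library, so that count decides nothing. The 28 markers together reached at most 1.78 CPM in an unstimulated library, while the differences summed to 677 CPM over the higher and 1053 CPM over the lower genes, which argues against reads from neutrophils, fibroblasts or lymphocytes. Reads from other cell types were not tested. Across 11689 genes the log2 fold change rose with gene length (Spearman's rho 0.206; genes are not independent replicates). After that trend was taken out of each library, rho was 0.005, 38.3% of genes had moved by over 0.05, and 300 of the 310 genes were called again, so the trend is not the whole cause. Whether gene length biased single values cannot be told apart from a real difference between long and short genes, since all libraries of a genotype share it. If the cells are RAW264.7, as the paper reports, differences between the cell lines stay open as well, as does an effect of iNOS loss at rest. Neither was tested.

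In unstimulated RAW264.7 cells, which the paper does not report on in the text, 114 genes differed between Akr1a1 KO and wildtype cells (45 higher, 69 lower). After every library was thinned to 11876719 counts, the size of the smallest, 94 of the 114 were called again among 99, so unequal depth is not the whole cause. Gene length showed little relation (Spearman's rho 0.024 across 12164 genes). Without wildtype stimulated replicate A 177 genes passed, and without Akr1a1 KO stimulated replicate A 63 did. With 2 libraries per group no split of them can be informative. Loss of Akr1a1 and differences between clones that arose by chance remain open and are not separated by this design.

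The effect of Akr1a1 KO depended on stimulation in 4 RAW264.7 genes, and 1079 had an unadjusted p under 0.05. These genes are named because the count is small and were chosen after their values were seen. Serinc3 had an interaction of 2.79 (adjusted p = 0.00922 by edgeR). Its 2 libraries held 1217 and 1056 CPM in unstimulated wildtype and 99.5 and 102 CPM in unstimulated Akr1a1 KO cells, against 301 and 336 CPM and 184 and 206 CPM after stimulation. Aldh1l2 (-3.17), Pdia4 (-2.0) and Sdf2l1 (-1.95) had negative interactions (adjusted p = 0.0362 each). After thinning, 2 genes were called, both among the 4, so unequal library depth cannot be told apart from the other explanations for the remainder: the genes are too few. The paper describes clonal replicates. With the replicate letter taken as a clone within each genotype, 57 genes passed, these 4 among them. After thinning, 14 of the 57 were called again, so unequal depth stays open for the others, though thinning lowers the counts in 7 of the 8 libraries and with them the number of calls.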

How the results depend on the processing

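The crossed replicate block, the block within each genotype, fry and the estimated correlation on pathways, and the 12 DESeq2 settings were chosen only after the results were seen. Besides the counts and lists below, 912 values of 153 single genes and lists were recomputed under other settings: 853 kept their direction and side of the threshold, 33 became weaker, 23 stronger and 3 reversed. With 1 replicate left out, 1396 of 1520 values did, 28 became weaker, 14 stronger and 18 reversed, and 64 without a test moved by more than the spread.

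In the libraries labelled BMDM, the number of genes that differ between stimulated iNOS KO and wildtype cells ranged from 2750 (protein-coding genes alone, so fewer genes) to 3666 under the settings that kept the fold change limit, and from 3365 to 3636 across the 12 fits that each left out 1 library. The replicate block gave 3517 genes. Replicate letters were not treated as pairs, since 6 of 18 pairs of libraries with the same letter correlated above 0.1 (from -0.383 to 0.379). Without the fold change limit there were 9040 genes, and in the other comparisons 1117 (unstimulated iNOS KO), 11384 (stimulation of wildtype) and 9706 (stimulation of iNOS KO), as a wider threshold must give.

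In RAW264.7 cells, the 4 of 12 pairs with the same letter that correlated above 0.1 were those of 1 genotype across both states (0.434 for wildtype and 0.209 for Akr1a1 KO, each the same for A and B, as 2 libraries per group must give), as a letter that marks a clone would give. The labels do not say that it does. With the letter as a replicate block within each genotype, where KO and wildtype cells cannot be compared, 57 interaction genes passed, among them the 4 found without it, and stimulation gave 8084 genes in wildtype and 8301 in Akr1a1 KO cells.

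In the same cells, 56 genes differed after stimulation. No filter on counts gave 1015, DESeq2 480, the replicate block 63 (47 of the 56 among them), the crossed replicate block 141, and a model of only the groups compared 12. From 30 (without wildtype unstimulated replicate B) to 47 genes passed in the 4 fits that each left out an unstimulated library. Unstimulated, 114 became 846 without a filter and 406 with DESeq2, and from 63 (without Akr1a1 KO stimulated replicate A) to 177 (without wildtype stimulated replicate A). The 4 interaction genes became 285 without a filter, 90 with DESeq2, 2 with DESeq2's size factors, 2 with the replicate block, and 1 each with filterByExpr and protein-coding genes alone. Stimulation of wildtype cells gave 4778 genes with an absolute log2 fold change over 1, as a narrower threshold must. Apart from the thresholds, the cause was not tested. In the simulation of this design, edgeR called 12 unchanged genes and DESeq2 53.

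Of the lists in stimulated iNOS KO cells, 20 passed by fry and 5 with the estimated correlation, against 11 by camera. Each count includes the transcript lists of Supplemental Fig. 3B, which the paper chose on these samples. By fry the COX assembly chaperones (median -0.466, adjusted p = 4.3e-05), denitrosylases (0.083, 0.0277), complex IV (0.31, 0.00299) and oxidative stress list (-0.487, 0.0266) also passed, as did cytokines and chemokines (-0.015, 0.000819), endocytosis (-0.104, 0.011), sterol efflux (-0.173, 0.0325), neutrophil markers (-0.936, 0.0418) and fibroblast markers (2.485, 1.17e-06), the markers mostly near the floor (-0.193 and 2.182 with such genes at their bound). With the estimated correlation, complex I (0.331), complex III (0.484), complex V (0.378) and the ETC list (0.352) did not (adjusted p = 0.537 each). Over camera, fry and the estimated correlation, adjusted p ranged from 4.3e-05 to 0.537 for the chaperones, 0.0277 to 0.943 for denitrosylases, 0.00299 to 0.846 for complex IV, 0.0266 to 0.846 for oxidative stress, 0.000357 to 0.537 for complex I, 0.000333 to 0.537 for complex III, 5.93e-05 to 0.537 for complex V and 0.000261 to 0.537 for the ETC list. In RAW264.7 cells, 0 lists passed by fry or the estimated correlation against 7 by camera, and endocytosis passed with DESeq2's size factors (-0.169, adjusted p = 0.0425, range over settings 0.0425 to 0.519). Camera on all genes gave 31 lower pathways, and fry and the estimated correlation gave 0. These tests differ in how they treat correlation between genes; the cause of each change was not tested.

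In a model of only the groups compared, mt-Co3 (0.049), Ndufa4 (0.064) and Sdhb (0.009) reversed, all near 0. With libraries left out, log2 fold changes ranged from -0.135 (without iNOS KO stimulated replicate A) to 0.135 (without replicate B) for mt-Co3 and from -0.107 (without wildtype stimulated replicate A) to 0.054 (without replicate C) for Ndufa4. Medians ranged, from the lowest without iNOS KO stimulated replicate A to the highest without replicate B, from -0.088 to 0.124 for cytokines and from -0.269 to 0.266 for sex-linked genes. Others ranged from -0.169 (without iNOS KO stimulated replicate C) to 0.18 (without replicate B) upstream of IL-6, and from -0.095 (without iNOS KO stimulated replicate A) to 0.045 (without wildtype stimulated replicate C) for phagocytosis. Lymphocyte markers, with 3 genes near the floor, ranged from -2.33 (without wildtype stimulated replicate B) to 1.065 (without replicate A). Complex III stayed between 0.392 and 0.487, its call lost without wildtype stimulated replicate A (adjusted p = 0.0637), and complex IV between 0.239 and 0.351, its call appearing without wildtype stimulated replicate C (adjusted p = 0.0365). The cause was not tested.

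In RAW264.7 cells, without wildtype stimulated replicate A, the medians were 0.053 upstream of IL-6, 0.024 for phagocytosis and 1.406 for lymphocyte markers. The lowest were -0.193 and -0.291, both without Akr1a1 KO stimulated replicate B, and -1.702 without Akr1a1 KO stimulated replicate A. Endocytosis ranged from -0.219 (without Akr1a1 KO stimulated replicate B) to -0.094 (without replicate A), and it passed without wildtype unstimulated replicate B (adjusted p = 0.0491). The correlation between the effects of the KOs was -0.23 for genes with a mean log2 CPM over 3 and ranged from -0.205 (without Akr1a1 KO stimulated replicate A) to -0.014 (without wildtype stimulated replicate A). The cause was not tested.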

Differences from the paper's values

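The DESeq2 setting that gives the paper's counts was chosen only after the results were seen. None of the values recomputed with the settings used at the claims differed from the paper's by more than 1.5 times or by more than the spread between replicates. For differentially expressed genes between stimulated iNOS KO and wildtype cells, the values were 3655 (1998 higher, 1657 lower) against the paper's 3312 (1838 upregulated, 1474 downregulated). Of the alternatives set before the data were examined, only leaving out the fold change limit gave counts over 1.5 times the paper's (9040, with 4525 higher and 4515 lower). DESeq2 on genes with more than 10 counts in total, with an alpha of 0.1 and independent filtering on, a setting chosen after seeing the values, gave the paper's 3312, 1838 and 1474 exactly. With the same filter on counts, the other values of these options gave 3306 or 3329.

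Log2 fold changes that the paper shows in figures, all read by eye after the values here were known, were about -5.9 for Mmp12, about -4.6 for Ms4a7, about -3.6 for Nos2, about 5.3 for Mcm6, about 6.2 for Rrm2 and about 6.9 for Pclaf in Supplemental Fig. 3A. The values here were -5.9, -4.6, -3.64, 5.29, 6.24 and 6.92. For Pbk the paper shows about 7.7 in Fig. 2A, read by eye, and the bound here is at least 142-fold.

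From RT-PCR and immunoblots, the paper holds that NO• is strictly required for the upregulation of Akr1a1. In the libraries labelled BMDM its transcript also rose on stimulation of iNOS KO cells, though less than in wildtype cells. Another statement of the paper that was not found here concerns the processes in Fig. 5I. The paper reports cytokine production, endocytosis and phagocytosis as enriched among genes lower in stimulated Akr1a1 KO cells. Here 0 of 850 Reactome pathways were over-represented among the lower genes, with edgeR or DESeq2 calls (13 and 20 at an unadjusted p under 0.05), and the lists for these processes did not pass by camera. The endocytosis list passed with DESeq2's size factors (adjusted p = 0.0425) and without wildtype unstimulated replicate B (adjusted p = 0.0491). The medians of the cytokine list (from -0.527 without Akr1a1 KO stimulated replicate A to 0.338 without wildtype stimulated replicate B) and the phagocytosis list (from -0.291 without Akr1a1 KO stimulated replicate B to 0.024 without wildtype stimulated replicate A) changed sign, so these lists decide little. The Gene Ontology sets were not used here.

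The paper reports higher Il6 by RT-PCR in stimulated Akr1a1 KO than in wildtype RAW264.7 cells, an assay not used here. By RNA-seq its log2 fold change was -0.19 (adjusted p = 0.975 by edgeR), and over the alternatives set before the data were examined the adjusted p ranged from 0.886 to 0.994. The value ranged from -2.20 (without Akr1a1 KO stimulated replicate A) to 1.54 (without wildtype stimulated replicate B), so these libraries do not speak for or against the paper's result.

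For iNOS KO RAW264.7 cells, the paper reports lower Il6 than in wildtype cells by RT-PCR at 48 h, with 1 sample per time point. In the stimulated libraries labelled BMDM it was higher, with a log2 fold change of 0.90 (adjusted p = 0.00178 by edgeR) and every iNOS KO library above every wildtype library. Over the alternatives set before the data were examined, the adjusted p ranged from 5.89e-15 to 0.00716 with other settings, and the value from 0.643 to 1.143 with 1 library left out.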

Other observations

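Of the tests below, none was chosen only after its result was seen; genes named from the comparison of cell types were chosen after their values were seen.

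The labels name the libraries of the iNOS experiment BMDM and the paper names RAW264.7. Of 5423 genes with a mean log2 CPM over 5 in these 12 libraries, 4 held 3 counts or fewer in every RAW264.7 library of the Akr1a1 experiment, under the limit of 10 set in advance for another cell type. They were Eif2s3y (at least 286 counts in each of the 12 libraries), Ddx3y (at least 187), Tfec (at least 361) and Igsf3 (at least 545), with at most 2 counts in RAW264.7 cells. The small number is consistent with the paper's RAW264.7 cells, but Y-linked genes differ throughout. Ddx3y, Kdm5d, Eif2s3y and Uty held from 75 to 1145 counts in the 12 libraries and at most 1 count in the RAW264.7 libraries, and Xist held at most 2 and 6. Lines or stocks of different origin could give such a difference. The limit of a mean log2 CPM over 5 also leaves out weaker genes, and some of these differ as well. H2-Aa and H2-Ab1 each held 1 count in total over the RAW264.7 libraries. On stimulation of wildtype cells in the libraries labelled BMDM, they rose at least 74.5-fold and 75.7-fold. The small number above therefore does not settle the cell type. The cell cycle genes of Fig. 2B fell on stimulation of wildtype cells (median log2 fold change -3.62), whereas the paper holds that BMDMs do not proliferate with or without stimulation and that NO• from stimulation inhibits the proliferation of RAW264.7 cells. On stimulation of wildtype cells in the RAW264.7 libraries of the Akr1a1 experiment, the same list had a median of -3.84. The fall of the cell cycle genes goes with RAW264.7 cells, but the cell type remains unsettled.

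Stimulation changed 6611 genes in wildtype and 4258 genes in iNOS KO cells of the libraries labelled BMDM. In each case 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the others gave 0. The same held for the 3655 genes between stimulated iNOS KO and wildtype cells, where 1 of 10 splits gave as many. With 3 libraries against 3 the share cannot be under 0.1. For the 11 lists that passed by camera, 3 of the 10 splits gave as many, and other splits gave from 6 to 12. A number of lists that passes by camera is therefore no evidence for the genotype on its own. In RAW264.7 cells stimulation changed 7377 genes in wildtype and 7675 in Akr1a1 KO cells.

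The genes that differ in stimulated Akr1a1 KO cells were compared with the unstimulated state. Across the 56 genes, the log2 fold changes in both states had a Pearson's r of 0.966 and a Spearman's rho of 0.953 (genes are not independent replicates). Of the 56, 53 (94.6%) had the same sign and 38 also passed without stimulation, against 59.7% with the same sign among 12116 other genes. Differences between clones that were already present without stimulation may therefore account for most of this set. The effect of losing Akr1a1 in both states would give the same picture. After thinning to the smallest library, 45 of the 56 were called again, among 46, so unequal depth is not the whole cause.

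If Akr1a1 KO raised the effect of NO•, the effects of both KOs would be opposite across genes. Across 11153 genes tested in both experiments, Pearson's r between the effects of Akr1a1 KO and iNOS KO in stimulated cells was -0.138 and Spearman's rho -0.25, and 60% of genes had opposite signs (genes are not independent replicates). In unstimulated cells r was 0.062. Of the 3 splits of the stimulated RAW264.7 libraries, 2 gave an r as far from 0, the others being -0.261 and -0.039. A relation of the KOs cannot be told apart from differences between the 4 libraries.

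Denitrosylases and COX assembly chaperones are discussed by the paper with figures that were not used here. In the libraries labelled BMDM, 5 of 14 denitrosylase transcripts were higher and 4 lower in stimulated iNOS KO than in wildtype cells over all genes and adjusted over the list alone (median log2 fold change 0.08; camera, adjusted p = 0.805). Values ran from -0.92 for Prdx1 to 2.14 for Apex1, and Adh5, which encodes GSNOR, was at -0.14 (adjusted p = 0.122 by edgeR). Of the 6 chaperones, 4 were lower (also 4 adjusted over the list alone), namely Cox20 (-2.50), Cox17 (-0.48), Cox11 (-0.47) and Cox19 (-0.46). The list's camera adjusted p was 0.406. The call of Cox17 (adjusted p = 0.0473 by edgeR) was lost in 8 of the 12 fits that each left out 1 library, most clearly without wildtype stimulated replicate A (-0.30, adjusted p = 0.251).

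Other lists in stimulated iNOS KO against wildtype cells are given with the genes that passed over all genes, in the libraries labelled BMDM. Sterol synthesis and uptake had 18 of 19 higher (18 higher and 1 lower adjusted over the list alone), with a median of 0.96 (camera, adjusted p = 1.85e-08). Hypoxia-responsive genes had 17 of 18 lower (18 adjusted over the list alone), with a median of -1.77, or -1.67 with genes at the floor set to their bound (adjusted p = 1.81e-12). Both also passed with the estimated correlation (adjusted p = 0.0377 and 0.00837). Interferon-stimulated genes had 8 of 23 higher and 11 lower (12 lower adjusted over the list alone; adjusted p = 0.805). Sterol efflux had 2 of 6 higher and 3 lower (adjusted p = 0.758), cytokines and chemokines 11 of 24 higher and 10 lower (0.904), and genes upstream of IL-6 production 10 of 25 higher and 11 lower (12 and 11 adjusted over the list alone; 0.904). Endocytosis had 7 of 30 higher and 8 lower (7 and 9 adjusted over the list alone; 0.656), and phagocytosis 10 of 30 higher and 11 lower (11 and 12; 0.981). By fry, cytokines and chemokines, endocytosis and sterol efflux passed (adjusted p = 0.000819, 0.011 and 0.0325). Sex-linked genes had 0 of 4 past the threshold (0.892). Neutrophil markers had 1 of 4 higher and 1 lower, fibroblast markers 2 of 3 higher and 1 lower, and lymphocyte markers 1 of 3 higher and 1 lower, most of them near the floor. The transcripts of Supplemental Fig. 3B were chosen by the paper on these samples and are not independent evidence: 20 of 20 were lower (median -2.02) and 20 of 20 higher (median 5.47), as listed. Without stimulation, 13 of the 27 lists were lower in iNOS KO cells by camera, among them genes upstream of IL-6 production (median -0.25, adjusted p = 8.6e-07), phagocytosis (-0.17 with genes at the floor set to their bound, 8.6e-07) and the ETC list of Fig. 2B (-0.12, 0.0034). Of these 13, 8 passed by fry and 1 with the estimated correlation, genes upstream of IL-6 production (adjusted p = 0.033).

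In stimulated Akr1a1 KO against wildtype RAW264.7 cells, 7 of 26 lists passed by camera and 0 by fry, where the lowest adjusted p was 0.166. Lower were the mitochondrial encoded subunits (median -0.54, camera adjusted p = 0.0067), complex I (-0.16, 0.000925), complex IV (-0.24, 0.000954), complex V (-0.19, 0.00641), the ETC list of Fig. 2B (-0.18, 0.000925) and sterol synthesis and uptake (-0.43, 8.23e-06). The list of transcripts lower in iNOS KO cells was higher (0.45, 0.0105). No gene of these lists passed over all genes; adjusted over the list alone, 9 sterol genes were lower and 3 of the transcripts lower in iNOS KO cells were higher. The genes upstream of IL-6 production had a median of -0.11 (0.82). Il6 was at 31.9 and 180 CPM in stimulated wildtype and at 163 and 23.6 CPM in stimulated Akr1a1 KO libraries, and its log2 fold change of -0.19 ranged from -2.20 (without Akr1a1 KO replicate A) to 1.54 (without wildtype replicate B). Nos2 had a log2 fold change of 0.40 (adjusted p = 0.886 by edgeR), from -0.19 without Akr1a1 KO stimulated replicate B to 0.78 without replicate A. In the stimulated libraries labelled BMDM, Il6 was higher in iNOS KO cells (0.90, adjusted p = 0.00178 by edgeR), where the paper reports lower Il6 by RT-PCR in iNOS KO RAW264.7 cells.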
